# Suppression of pyrrolidine ring biosynthesis and its effects on gene expression and subsequent accumulation of anatabine in leaves of tobacco (*N. tabacum* L.)

**DOI:** 10.1186/s12864-023-09588-8

**Published:** 2023-09-04

**Authors:** Kacper Piotr Kaminski, Lucien Bovet, Aurore Hilfiker, Helene Laparra, Joanne Schwaar, Nicolas Sierro, Gerhard Lang, Damien De Palo, Philippe Alexandre Guy, Csaba Laszlo, Simon Goepfert, Nikolai V. Ivanov

**Keywords:** Anatabine, Nicotine, *Nicotiana tabacum*, MPO, PMT, A622, BBLs, Topping

## Abstract

**Background:**

Anatabine, although being one of four major tobacco alkaloids, is never accumulated in high quantity in any of the naturally occurring species from the *Nicotiana* genus. Previous studies therefore focused on transgenic approaches to synthetize anatabine, most notably by generating transgenic lines with suppressed putrescine methyltransferase (PMT) activity. This led to promising results, but the global gene expression of plants with such distinct metabolism has not been analyzed. In the current study, we describe how these plants respond to topping and the downstream effects on alkaloid biosynthesis.

**Results:**

The surge in anatabine accumulation in PMT transgenic lines after topping treatment and its effects on gene expression changes were analyzed. The results revealed increases in expression of isoflavone reductase-like (A622) and berberine bridge-like enzymes (BBLs) oxidoreductase genes, previously shown to be crucial for the final steps of nicotine biosynthesis. We also observed significantly higher methylputrescine oxidase (MPO) expression in all plants subjected to topping treatment. In order to investigate if MPO suppression would have the same effects as that of PMT, we generated transgenic plants. These plants with suppressed MPO expression showed an almost complete drop in leaf nicotine content, whereas leaf anatabine was observed to increase by a factor of ~ 1.6X.

**Conclusion:**

Our results are the first concrete evidence that suppression of MPO leads to decreased nicotine in favor of anatabine in tobacco roots and that this anatabine is successfully transported to tobacco leaves. Alkaloid transport in plants remains to be investigated to higher detail due to high variation of its efficiency among Nicotiana species and varieties of tobacco. Our research adds important step to better understand pyrrolidine ring biosynthesis and its effects on gene expression and subsequent accumulation of anatabine.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09588-8.

## Background

Among various species of the *Nicotiana* genus, there are four major secondary metabolites (nicotine, nornicotine, anabasine, and anatabine) that constitute the vast majority of the total alkaloid pool [1, 2]. Nicotine is the major alkaloid for many of these species, including common tobacco (*N. tabacum* L.), which typically accumulates 2–4% of alkaloids in total dry weight. Nicotine accounts for approximately 90% of the alkaloid content, and nornicotine and anatabine comprise most of the remaining 10%. Despite extensive *Nicotiana* alkaloid pathway research, it is still unclear if anatabine biosynthesis is completely dependent on nicotine biosynthesis or requires dedicated enzymatic steps [3].

The two heterocyclic rings that form nicotine originate from two amino acids: the pyridine ring from L-aspartic acid and the pyrrolidine ring from ornithine or arginine. For the early step of pyridine ring biosynthesis, L-aspartic acid is oxidized to α-iminosuccinate by aspartate oxidase (AO) that is subsequently converted to quinolinic acid by quinolate synthase (QS), which in turn forms nicotinic acid mononucleotide (NaMN) with the enzymatic action of quinolinic acid phosphoribosyltransferase (QPT), see Fig. 1 [4, 5]. NaMN enters the pyridine nucleotide cycle at this point to form nicotinic acid, thus providing a pyridine ring for nicotine biosynthesis. On the other hand, pyrrolidine ring formation starts from one of two other amino acids, arginine or non-proteinogenic ornithine. Two pathways can be followed to form the polyamine putrescine from these amino acids. Either ornithine is directly converted to putrescine by ornithine decarboxylase (ODC), see Fig. 1 [6, 7], or arginine is converted by alternative three-step arginine decarboxylase (ADC)-mediated process [8]. Putrescine is then transformed to N-methylputrescine by putrescine methyltransferase (PMT) [9, 10], which is converted further to N-methyl aminobutanol by methylputrescine oxidase (MPO) [11, 12], which is believed to cyclize spontaneously to form N-methyl-Δ’-pyrrolinium ion, a direct substrate to nicotine biosynthesis (Fig. 1). Two oxidoreductases with distinct functions are crucial in the final steps of nicotine biosynthesis. The first are isoflavone reductase-like genes (i.e., A622) that convert nicotinic acid to 3,6-dihydronicotinic acid [9, 13, 14]. At this point, it has been suggested that 3,6-dihydropyridine is decarboxylated to 1,2-dihydropyridine and 2,5-dihydropyrine, and the first reacts directly with N-methyl-Δ’-pyrrolinium ion to form nicotine [15]. However, that step requires secondary oxidoreductases—berberine bridge-like enzymes (BBLs)—that are believed to be responsible for coupling of pyridine and pyrroline rings [16], although the exact mechanism of action remains to be discovered. Finally, nicotine can be enzymatically converted to nornicotine by CYP82E4, which belongs to the cytochrome P450 protein family [17, 18].

**Fig. 1:**
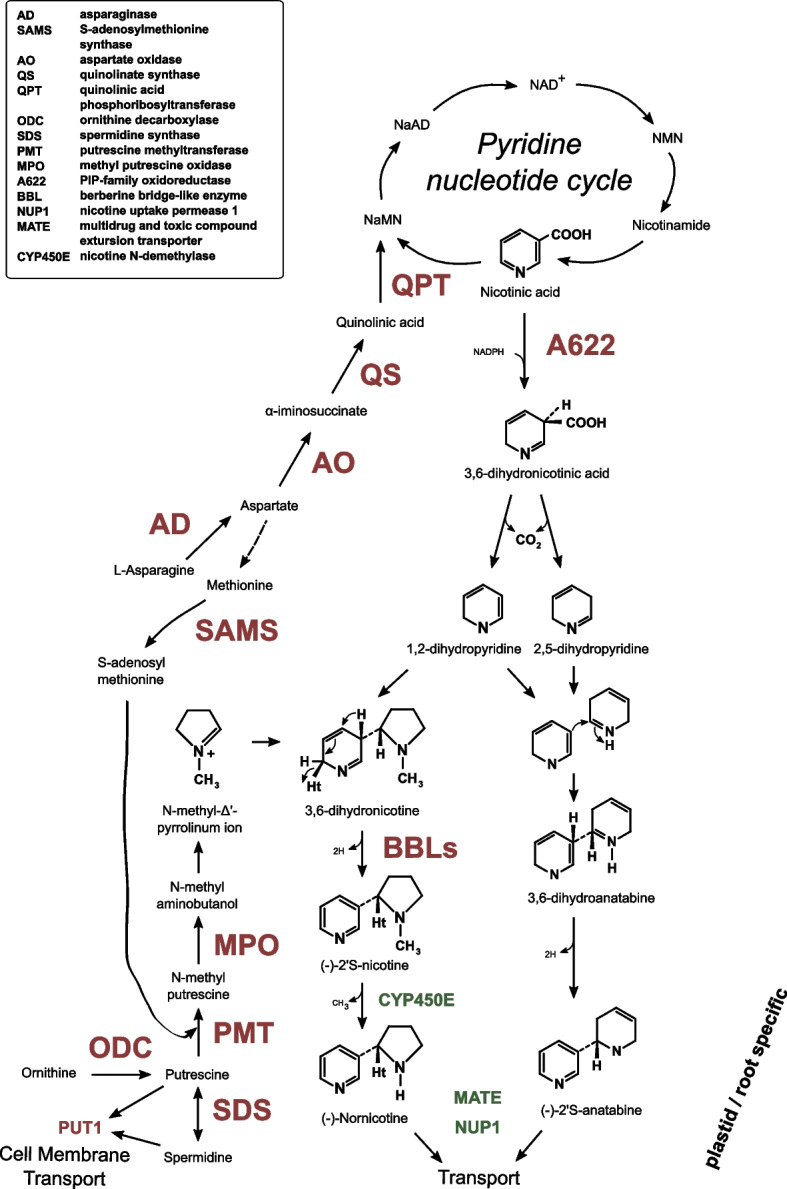
Alkaloid biosynthesis pathway breakdown. Each biochemical conversion step is represented by an arrow, with defined steps accompanied by enzyme acronyms (full enzyme names with corresponding acronyms are provided in the box). Subcellular processes taking place in plastids and are root specific are enclosed in dark red space. Enzymes that were differentially expressed after topping are colored red, while the rest are colored green. Metabolites of alkaloid biosynthesis are indicated in black, and the final biosynthesis molecules are also presented with their structural formula

In the case of anatabine biosynthesis, in contrast to that of nicotine, both of its rings originate from the pyridine-nucleotide. In the first step, nicotinic acid is converted to 3,6-dihydronicotinic acid by the enzymatic action of A622. With no direct evidence discovered yet and no anatabine-specific enzymes identified, previous radiolabeling and biomimetic studies point to 3,6-dihydronicotinic acid decarboxylation to 1,2-dihydropyridine and 2,5-dihydropyridine. In the subsequent step the study suggests that 3,6-dihydroanatabine can be formed from these two intermediates. In the last step of biosynthesis, the 3,6-dihydroanatabine is hydrogenated to form the final compound - anatabine [19, 20]. Based on the structure of anatabine, only the pyridine ring appears to be necessary for its biosynthesis; several studies in transgenic plants were performed to confirm this hypothesis. The first attempts to produce *N. tabacum* lines used RNA silencing approaches to suppress the enzymatic action of PMT [21–23]. Indeed, eliminating PMT translation led to suppressed pyrrolidine ring synthesis and a significant surge in anatabine accumulation. This can be explained by an overabundance of nicotinic acid-derived pyridine ring intermediates, that in absence of N-methyl-Δ’-pyrrolinium ions, have no other option than to form anatabine, the only known alkaloid that both consists of two pyridine rings and that specifically accumulates in PMT suppressed lines compared to wild-type (WT) plants. Interestingly, a build-up of anatabine was observed in untransformed tobacco BY-2 cells with a lack of nicotine [24]. It was later discovered that such cells were barely expressing N-MPO, thus leading similarly to a lack of PMT translation and suppressed pyrrolidine ring formation. This was further confirmed by generating anti-MPO lines in *N. tabacum* hairy roots, in which anatabine was produced instead of nicotine [24]. Specifically induced accumulation of primary anatabine in BY-2 cells was further confirmed when cells were treated with fungal elicitors and jasmonic acid [25]. Finally, anatabine accumulation was achieved to low levels in untransformed *N. tabacum* plants. A622 [14] and BBL [16] expression were necessary, suggesting that the final steps of alkaloid biosynthesis are similar to that of nicotine.

Finally, once alkaloids are specifically synthesized in roots [3], they need to be efficiently transported to shoots and further to leaves. Two known types of transporters are associated with this function in *N. tabacum*. Tonoplast-localized multidrug and toxic compound extrusion (MATE) family transporters were shown to be involved in vacuolar sequestration of nicotine and other alkaloids including anatabine [26]. Nicotine uptake permease 1 (NUP1), localized in plasma membranes, was also shown to be involved in specific transport by importing both nicotine and vitamin B6 into the cells [27, 28]. NUP1 was classified as nicotine-specific transporter, as demonstrated when expressed in *Schizosaccharomyces pombe* yeast cells for alkaloid uptake competition assays [27]. Still, while anatabine was supplied in 10-fold excess to nicotine, significant inhibition of NUP1 uptake was observed, suggesting that although NUP1 is primarily nicotine specific, it can also—to a lesser extent—transport other tobacco alkaloids such as anatabine [27]. Further evidence for such uptake was provided in a study of another transformed yeast *S. cerevisiae*, where NUP1 efficiently transported anatabine among other intermediates [29]. The collective evidence indicates that NUP1 is acting as an important regulatory factor of root growth and therefore is essential for overall nicotine biosynthesis potential [27, 29]. These two types of transporters may not be the only ones involved in transporting anatabine from roots to leaves in tobacco. Further studies are necessary to discover all potential genes and proteins involved in this process.

None of the naturally occurring species accumulate anatabine as their major alkaloid [30]. It was postulated that this is due to its relative lower toxicity to insects compared to the other alkaloids, which makes anatabine evolutionary unfavorable as the predominant toxic agent against predators compared to nicotine. This was demonstrated in wild *Nicotiana* species, *N. sylvestris* and *N. attenunata*, where suppression of PMT activity and higher anatabine levels instead of nicotine resulted in greater susceptibility to herbivore attack [31, 32]. A hypothesis was proposed that since anatabine cannot be regarded as an effective defense molecule against insects, it must fulfill another function, possibly as a mechanism to lower cell toxicity in a situation of unbalanced pyrrolinium ring biosynthesis. This would prevent overaccumulation of nicotinic acid that is known to be toxic in *Nicotiana* [33].

In the current study, we used transgenic lines with suppressed PMT activity to identify candidate genes for anatabine biosynthesis. For the first time, full transcriptomic analyses of these lines were performed under controlled conditions and also in response to topping treatment. Topping treatment as the effective method to enhance the accumulation of alkaloids was used to further increase expression of biosynthetic genes to effectively identify differentially expressed genes. We present our results together with alkaloid quantification to reflect the metabolite changes coupled with supporting gene expression differences. Our findings indicated that MPO genes are candidates to play a significant role in anatabine production. To confirm the function of these genes and their impact on the alkaloid synthesis and transport in leaves, MPO RNA interference (RNAi) transgenic plants were generated. Several lines were produced and cultivated until the second generation (T1 plants) from which three were chosen based on the confirmed suppression of MPO gene expression. Alkaloid content was measured in mature leaves from transgenic and control plants. An almost complete drop in nicotine content was observed in all three MPO-RNAi lines, with a concurrent anatabine increase of ~ 1.6X. This current study reveals MPO as the key gene necessary for pyrroline ring formation and thus nicotine biosynthesis. In its absence, anatabine biosynthesis takes precedence, and this alkaloid is then efficiently transported and accumulated in tobacco leaves.

## Results

### UHPLC-MS alkaloid quantification

Nicotine, nornicotine, and anatabine were quantified in the leaf and root tissues of three PMT suppressed lines (PMT1, PMT2, and PMT3) and TN90 control *N. tabacum* cultivar from untopped and topped plants, see Fig. 2. Topping had no or very low impact on leaf alkaloid chemistry in this experiment (Fig. 2A). Nicotine accumulation in all PMT suppressed lines samples represented on average only 6.69% of total alkaloids (134 ± 16 µg/g dry weight [DW]) and nornicotine only 3.01% (60 ± 14 µg/g DW), whereas anatabine was the major represented alkaloid at 90.30% (1814 ± 87 µg/g DW). The corresponding values in TN90 control were nicotine that constituted 88.85% (3077 ± 260 µg/g DW), nornicotine 6.53% (226 ± 41 µg/g DW), and only 4.9% of anatabine (169 ± 39 µg/g DW). Compared to control TN90, more substantial differences were observed in root tissue, where the three PMT suppressed lines increased their anatabine level by 30.24% on average, increasing from 1690 ± 139 (µg/g DW) in the control to 2201 ± 187 (µg/g DW) in the PMT-RNAi lines. As a reference background, the TN90 cultivar accumulated a typical proportion of alkaloids for Burley tobacco: 93.44% of nicotine (5284 ± 569 µg/g DW), 4.35% of nornicotine (246 ± 22 µg/g DW), and 2.21% of anatabine (125 ± 27 µg/g DW). The lack of change in anatabine levels in leaves from PMT suppressed lines was likely due to the alkaloid measurement being performed 24 h after topping, which was too soon to allow anatabine transfer from root to shoot.

**Fig. 2:**
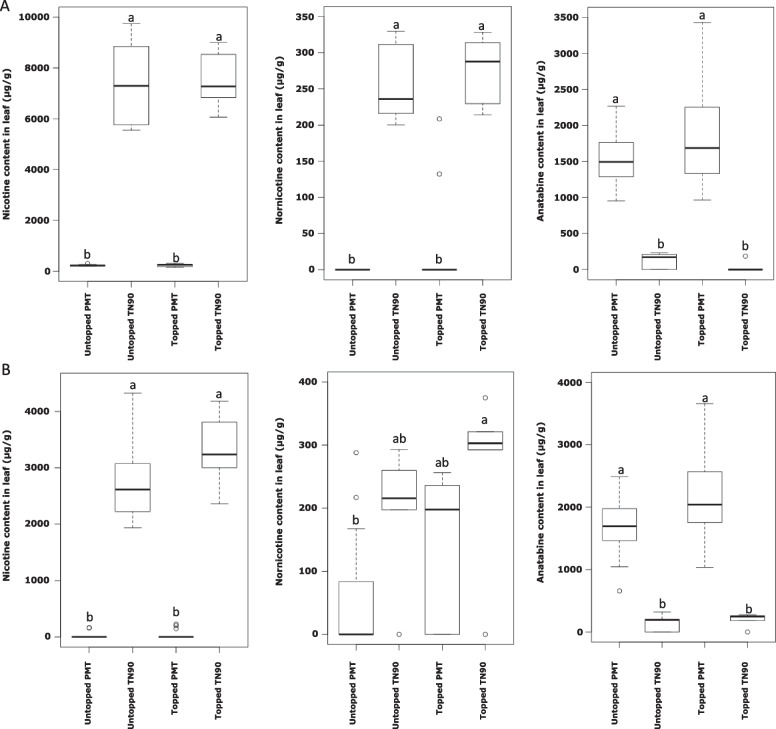
Ultra-High-Performance Liquid Chromatography coupled with Mass Spectrometry (UHPLC-MS) alkaloid quantification box-and-whisker plots. Levels of nicotine, nornicotine, and anatabine are presented in µg/g for PMT and TN90 plants and treatment (control and topped), outliers are presented as circles. Leaf and root values are presented in panels **A** and **B**, respectively. Significantly different values are designated with letters and grouped into a, b or ab (paired t-tests, ***p < 0.001)

### Gene expression analysis

Sample reads were mapped to the reference genome [34] under carefully selected criteria described in the Methods section. 

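The libraries came from leaves and roots of TN90, the untransformed Burley cultivar, and of PMT1, PMT2 and PMT3, 3 lines in which putrescine N-methyltransferase (PMT) is silenced by RNAi. Plants were left untopped or were topped, that is, the top of the plant was removed, and tissue was taken 24 h later. These 4 genotypes, 2 tissues and 2 treatments make 16 groups. The sample labels give 5 samples in each group except PMT2 untopped leaves, PMT3 untopped roots and TN90 topped leaves, which have 4 each. Where the titles of samples and their tissue tags differed, as in most PMT3 and TN90 samples, the titles were used. The descriptions of the TN90 samples name PMT1, and their titles and genotype tags were followed instead. A PMT2 sample titled leaf but tagged root was assigned to no group, but may be among the libraries behind the authors' values. For 6 plants, 4 of PMT2 and 2 of PMT3, the leaf and root samples carry opposite treatment labels, and the label of each sample was used. This covers 2 of 5 samples in each PMT2 root group, 1 of 5 in topped and 1 of 4 in untopped PMT3 roots, and 2 of 5 in topped and 2 of 4 in untopped PMT2 leaves and 1 of 5 in each PMT3 leaf group. The values below come from the authors' group columns and listed libraries, not from these labels. The labels of single samples cannot be matched to them, so PMT2 and PMT3 values hold only if the authors' groups carry the right treatment. The authors' mapping table lists 77 libraries, 37 from leaves and 40 from roots, by line, tissue and treatment only. It lists 6 PMT2 topped root libraries, against 5 in the labels, and 3 TN90 topped leaf libraries, against 4. Leaf libraries held 16299684 to 517291516 reads (median 54911042) and root libraries 22078414 to 150334394 reads (median 46329757). The authors mapped the reads with Qiagen CLC Genomics Workbench 11.0.1 at a similarity and a length fraction of 0.95, with up to 10 hits per read. They gave for each library the percentage of reads mapped and the percentage of mapped reads that lay in gene models. Here these percentages were averaged over libraries with equal weight and compared by permutation tests.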

On average, for all leaf samples 94.56% of reads mapped to the reference genome, from which 98.33% mapped to reference gene models. The corresponding values for root samples were 82.56% and 88.64%, respectively. Sample-specific mapping statistics are provided in Supporting Table 1. 

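Among the genes of the photosynthesis list in the deposited RPKM table, chlorophyll a-b binding protein CP29.2 (NITAB039355), part of the light-harvesting antenna, stood at the authors' values of 290 to 449 RPKM in the 8 leaf groups and 2.27 to 5.49 RPKM in the 8 root groups. The ribulose bisphosphate carboxylase small chain gene NITAB060684, which encodes a subunit of the carbon-fixing enzyme, ranged from 554 to 918 RPKM in leaves and from 1.72 to 4.83 RPKM in roots. The photosystem II 10 kDa polypeptide gene NITAB031702 ranged from 725 to 982 RPKM in leaves and from 3.99 to 11.2 RPKM in roots. Of the 27 genes of this list, 10 were higher in every leaf group than in every root group, 8 of them by more than 10 times, and 9 were higher in every root group than in every leaf group. Among the 9 are NITAB097766, another small chain gene (at most 0.122 RPKM in leaves, 9.34 to 40.2 RPKM in roots), and NITAB095299, a plastid NAD(P)H-quinone oxidoreductase subunit. The list was set by annotation terms, and the 9 also include genes matched to zeatin O-glucosyltransferase and phytochrome E. Not all 27 are therefore genes of photosynthesis itself. The 5 genes given with identifiers were named after their levels were seen. The table holds only genes that the authors called in roots, so it does not measure the share of leaf reads that photosynthetic genes took. Over libraries, a mean of 93.9% of reads mapped in leaves (n = 37, range 85.4% to 96.7%) and 83.0% in roots (n = 40, range 75.6% to 95.9%), a difference of 10.9 percentage points (two-sided permutation test, p = 1.0e-05, the smallest that 100000 resamples can give). Of the mapped reads, a mean of 98.4% lay in gene models in leaves and 86.4% in roots, a difference of 11.9 percentage points (p = 1.0e-05 by the same permutation test). Both tests pooled genotypes and treatments and treated leaf and root libraries as independent. By the labels most plants gave both tissues, but the listed libraries name no plant and could not be paired. Within the 8 combinations of genotype and treatment, leaves exceeded roots by 7.86 to 13.8 points in mapped reads and by 5.79 to 16.1 points in reads in gene models. Topped minus untopped means of one genotype and tissue ran from -3.43 to 2.21 points in mapped reads and from -9.87 points, in PMT3 roots, to 1.83 points in reads in gene models. In 8 comparisons of each measure the lowest adjusted p was 0.73 and 0.57 (exact permutation tests, Benjamini-Hochberg). Most groups are too small for a single difference to pass 0.05 after this adjustment, so these tests do not show that topping left mapping unchanged.

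**Figure D1:**
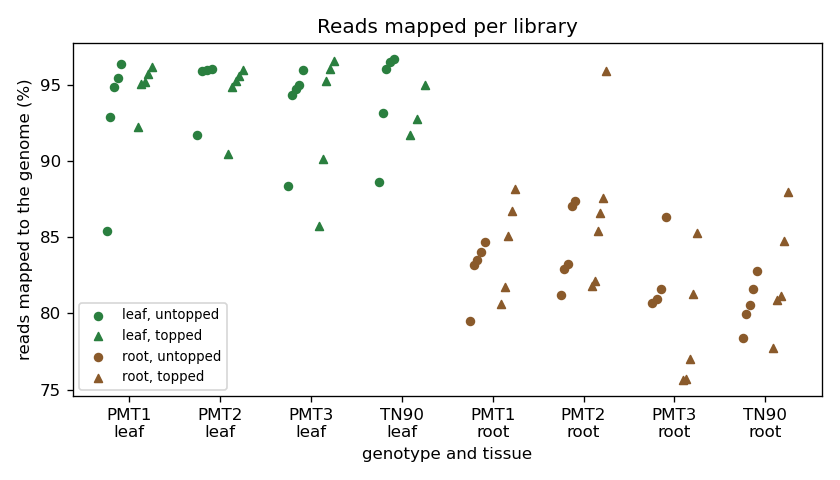
Percentage of reads mapped to the genome (vertical axis) in each of the 77 libraries, by genotype and tissue (horizontal axis), with circles for untopped and triangles for topped plants, spread sideways for legibility. Leaf libraries lie between 85.4% and 96.7%, and 1 PMT2 topped root library lies at 95.9%.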

There was a higher percentage of mapped reads in leaf samples compared to root samples (Supporting Table 1), which can be attributed to high expression of photosynthetic genes. The overall mapping efficiency was high and in line with other commonly used genome models [34], reflecting its high quality and accuracy, especially with the strict mapping conditions applied.

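The root comparisons used a deposited table of 2075 genes with 1 RPKM value (reads per gene, scaled by gene length and by mapped reads) for each of the 16 groups. The authors computed RPKM in the same software and averaged it over the libraries of a group, so each value below is the authors' mean. The table gives no value for single libraries, so neither SD nor p-value across libraries was computed from it. The p-values of gene lists and overlaps below are tests across genes. The paper's Table 2 prints standard errors for its candidates, which were not used here. The authors compared root groups with a tool that employs the exact test of edgeR, calling genes at a p of at most 0.05 and a change of at least 2-fold, and the table lists the genes they called. Here folds were computed on the log2(RPKM + 0.1) scale, which understates the change of genes with low values. A gene is said to rise or fall where it changed by at least 2-fold and had at least 1 RPKM in either group. In counts over several genotypes or ratios, also those of gene lists, and in counts of candidates, any group of the tissue could supply the 1 RPKM. The table is a selected set, so counts describe its 2075 genes and not the whole genome. Gene names are matches to Swiss-Prot or tomato (Solyc) proteins given in the table, and many are names from other species.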

To identify candidate genes, we performed digital gene expression (DGE) in roots supported by statistical analysis (details in Methods section). To identify candidate genes, specific comparisons were made between the untopped and topped transformed PMT suppressed lines (PMT1, PMT2, PMT3), indicated by light blue cells in Table 1. The PMT RNAi lines were additionally compared with TN90 untransformed control, as indicated in Table 1 by light yellow cells. A total of 2075 genes with statistically different expression were present in at least one of these comparisons. Among the identified genes, 41.35% were assigned gene ontology (GO) biological processes, while 58.65% were of unknown function (see Supporting Table 2). 

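Of the 2075 genes in the table, 858 carried a GO biological process, or 41.3% (95% exact Clopper-Pearson interval 39.2% to 43.5%). The other 1217 genes had none. Of those, 926 had no Swiss-Prot match and 291 had a match without a GO process.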

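Neighbouring identifiers NITAB002303, matched to the 14 kDa proline-rich protein DC2.15, and NITAB002304, which has no match, stood furthest above TN90 in roots of the PMT lines. NITAB002304 was at 10.8 to 20.0 RPKM in the 6 root groups of the PMT lines against 0.14 RPKM in both TN90 groups, 45.5-fold to 84.0-fold higher. NITAB097343, matched to the chloroplast protein Ycf2, was 4.31-fold to 13.6-fold higher. The heat shock 70 kDa protein gene NITAB063511, a chaperone, was lower, at 1.37 to 3.57 RPKM in the lines against 8.78 RPKM in untopped and 4.49 RPKM in topped TN90 roots. NITAB024152 was also lower in all 6 ratios, as was NITAB080944, a hydrolase of the HAD superfamily. In all, 8 genes were at least 2-fold higher and 5 at least 2-fold lower in roots of each of the 3 lines at both treatments. All 8 higher genes also stood at least 2-fold above TN90 in leaves of every line at both treatments. Of the 5 lower genes, 1 was likewise lower in leaves. Some of these genes lay below 1 RPKM in a compared pair, such as NITAB001906 (0.402 RPKM in untopped TN90 roots) and NITAB008314 (0.877 RPKM in topped PMT3 roots). All ratios of one treatment share the same TN90 value. In 100 simulations without a difference between lines and TN90, on average 2.69 genes were higher (at most 9) and 2.44 lower (at most 5) in all 6 ratios. Their noise per gene was the SD of the 3 line values in a treatment, so true differences between lines counted as noise. The simulations used root values only and say nothing of the leaf values. In the observed values without PMT2, a choice made after seeing the data, 13 genes were higher and 16 lower in all remaining ratios. No simulation was run for those. With untopped roots compared to untopped TN90, 246 genes changed in PMT1 (182 higher, 64 lower), 974 in PMT2 (795 higher, 179 lower) and 294 in PMT3 (115 higher, 179 lower). With topped roots compared to topped TN90, the counts were 228 in PMT1 (86 higher, 142 lower), 245 in PMT2 (104 higher, 141 lower) and 461 in PMT3 (102 higher, 359 lower). The median log2 ratio of PMT2 to TN90 in untopped roots was 0.73 over the genes compared, and after each column was centred on its median, 434 genes were higher and 469 lower there. Centring also changed the split in PMT1 untopped (124 higher, 104 lower), PMT3 untopped (136 higher, 118 lower) and PMT3 topped roots (186 higher, 172 lower). Centring within a selected table by itself tends to bring the split toward even. These splits therefore cannot tell a scaling difference from a shift shared by most of the selected genes.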

When comparing PMT1, PMT2, and PMT3 lines with TN90 control, the tendencies of the number of differentially expressed genes were: PMT-RNAi untopped versus TN90 untopped (90, 511, 122), PMT-RNAi topped versus TN90 topped (173, 133, 181), PMT-RNAi untopped versus TN90 topped (291, 214, 527), and PMT-RNAi topped versus TN90 untopped (724, 911, 279), with the latter two having the highest number, see yellow cells in Table 1. 

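The pairs that crossed treatments brought the topping response into the comparison with TN90. Topped PMT lines against untopped TN90 mostly showed genes higher in the lines, 1005 of 1172 changed genes in PMT1, 997 of 1222 in PMT2 and 371 of 503 in PMT3. Untopped lines against topped TN90 mostly showed genes lower in the lines, 506 of 633 in PMT1, 279 of 361 in PMT2 and 989 of 1141 in PMT3. On average, 839 genes changed in the 6 pairs that crossed treatments and 408 in the 6 pairs of one treatment. These directions follow the median of the selected table, which lay between -0.97 and 1.01 on the log2 scale in these 6 pairs. The genes were chosen for differences on topping and from TN90, so this median may itself be part of the response. Centring removes it whatever its source, so the splits below do not show that the directions came from scaling. After centring, 411 genes were higher and 516 lower in topped PMT1, 516 and 537 in topped PMT2 and 257 and 234 in topped PMT3, against untopped TN90. Against topped TN90, 259 were higher and 226 lower in untopped PMT1, 125 and 223 in untopped PMT2 and 428 and 437 in untopped PMT3.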

The highest number of differentially expressed genes was observed when comparing PMT-RNAi lines to TN90 control plants with different topping treatments. It is also notable that when comparing untopped to topped plants, PMT-RNAi lines showed higher numbers of differentially expressed genes (229, 192, 343) than TN90 control (34), see blue cells in Table 1. It is also worth noticing that the average gene expression differences between PMT-RNAi lines were smaller than when comparing them with TN90 control. This is reflected by the number of differentially expressed genes between PMT-RNAi lines to each other (red and blue cells, average of 217 genes), which were far smaller than PMT-RNAi lines to TN90 (yellow cells, average of 346 genes). 

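Topping raised 165 genes of the table in roots of all 4 genotypes and lowered 1, NITAB030410, matched to dehydrin Rab15, a protein of water stress, which fell from 34.6 to 7.45 RPKM in TN90. By mean log2 fold over the 4 genotypes, the largest rises were in the beta-glucosidase genes NITAB013663 (5.45-fold in PMT2 to 18.9-fold in PMT3) and NITAB024780 (5.14-fold to 13.0-fold), enzymes that release sugars from glucosides. NITAB013665, matched to the MATE transporter DETOXIFICATION 38, rose from 10.2 to 99.2 RPKM in TN90 and from 4.91 to 60.2 RPKM in PMT3. The extensin-like genes NITAB011370 and NITAB015057, of cell wall proteins, and NITAB018010, an ethylene-responsive proteinase inhibitor, rose at least 3.85-fold in every genotype, and NITAB092132, NITAB041029 and NITAB013666 rose at least 3.30-fold, the last 17.2-fold in PMT1. Of 49 genes of wounding and protease inhibition, 25 rose in PMT1, 22 in PMT2, 37 in PMT3 and 31 in TN90, 0 fell, and 12 rose in all 4 (Fisher's exact test against the other table genes, adjusted p = 0.0029). Polyphenol oxidase F (NITAB001898), a defence enzyme, rose from 2.71 to 20.8 RPKM in PMT1. Of 21 jasmonate genes, 6 rose in all 4 genotypes (adjusted p = 0.025), among them allene oxide cyclase 3 (NITAB030383), an enzyme of jasmonate synthesis, from 9.10 to 25.4 RPKM in TN90. However, 3 jasmonate genes fell in PMT1 and 3 in TN90, and the list did not pass with a pseudocount of 1 RPKM (adjusted p = 0.262) or without PMT2 (0.0505). Of 23 genes annotated as cytochrome P450, 10 rose in all 4 (adjusted p = 1.4e-04). The 6 P450 genes that the paper chose from these libraries carry this annotation, and 5 of them rose in all 4. The p-value of this list is therefore not independent evidence. Relative to the median of the table, 7 wounding genes, 6 cytochrome P450 genes and 0 jasmonate genes rose in all 4, and of the wounding genes 15 rose and 4 fell in TN90 and 6 fell in PMT1.
In total 439 genes rose and 79 fell in PMT1, 254 and 60 in PMT2, 550 and 121 in PMT3, and 946 and 126 in TN90. Taken before the RPKM minimum, the rising genes of any 2 genotypes overlapped by more than independent lists, with odds ratios from 3.81 for PMT3 and TN90 to 21.4 for PMT1 and PMT2 (6 pairs, Fisher's exact test across genes, which are not independent replicates, all adjusted p at most 6.1e-33). PMT1 and TN90 shared 368 rising genes, against 209 if independent. The median log2 fold of the table was 0.47 in PMT1, 0.13 in PMT2, 0.39 in PMT3 and 0.93 in TN90. After each column was centred on its own median, 221 rose and 264 fell in PMT1, 184 and 103 in PMT2, 317 and 263 in PMT3 and 369 and 424 in TN90. Of the 165 genes, 79 still rose in all 4. Counts given relative to the median of the table are counts after this centring. Centring removes a shift shared by most of the selected genes, and these counts cannot tell whether that shift was scaling or response. Without PMT2, a choice made after seeing the data, 259 genes rose and 14 fell in the other 3 genotypes. From its counts of called genes, the paper states that PMT-RNAi lines responded to topping with more genes than TN90. The paper chose the genes of the table by topping in the PMT lines and by comparing these lines with TN90. The counts here may therefore favour genes that move in TN90.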

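The distance between root groups was taken as the median absolute log2 ratio over the 2075 genes. It averaged 0.69 over the 15 pairs among groups of PMT lines (0.34 to 1.18) and 0.70 over the 12 pairs of a PMT group with a TN90 group (0.36 to 1.21). In pairs of one treatment, the average was 0.66 among PMT groups and 0.53 between PMT and TN90 groups, over 6 pairs each. Across treatments, it was 0.71 in 9 pairs among PMT groups and 0.87 in 6 pairs with TN90. The pairs share groups, so no test was run.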

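Counted at 2-fold and at least 1 RPKM, without a test, the 15 pairs among PMT groups had 245 to 1170 changed genes with a mean of 616, and the 12 pairs with TN90 had 228 to 1222 with a mean of 623.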

Some of the variation can be explained due to nature of plant gene expression, where noise is widespread even in the absence of environmental and genetic variation [35]. However, in the case of gene expression analysis, it is magnitude that makes the difference: comparison of PMT-RNAi lines to TN90 yielded on average 1.59X more genes than comparisons of PMT-RNAi lines to each other. The additional 0.59X variation was observed over what it would be when comparing PMT-RNAi lines of same genotype. It is partly due to alkaloid biosynthesis genes (PMT, spermidine synthase [SDS]), whereas the rest consists of genes with general or unknown functions. These may very well be tightly correlated with specific metabolic changes in transformed lines; however, elucidating their roles will require more gene-specific studies.

**Table 1:**
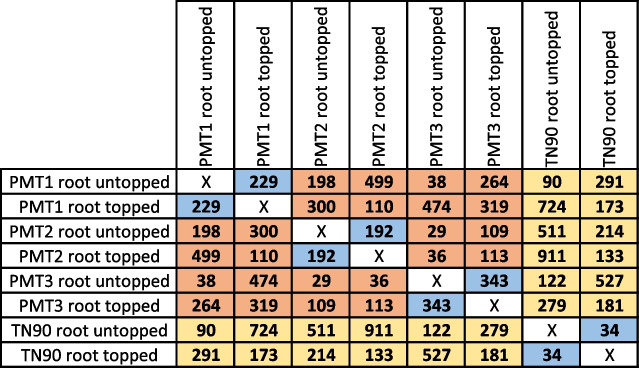
Summary of pairwise comparison by empirical analysis of digital gene expression (DGE) in root samples. Numbers of differentially expressed genes between PMT lines (PMT1, PMT2 and PMT3) untopped vs. topped treatments are represented in blue cells, while between PMT lines (PMT1, PMT2, and PMT3) vs. TN90 in both untopped and topped conditions are shown in yellow cells. Red cells correspond to comparisons between PMT lines and were not used for downstream analyses. TN90 untopped vs. topped comparison results are shown in green cells

Among the 2075 differentially expressed genes identified (listed in Supporting Table 2), 35 could be potentially associated with known alkaloid biosynthesis metabolism. These genes, their chromosome number, gene length, and RPKM expression values are listed in Table 2. 

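All 35 candidates were in the table. On topping, 34 of them rose at least 2-fold in roots of TN90, 29 in PMT3, 26 in PMT2 and 26 in PMT1, and 22 rose in all 4 genotypes. The 13 that did not rise in all 4 were the 5 PMT genes, 3 spermidine synthase genes, both S-adenosylmethionine synthase genes, 1 of 2 ornithine decarboxylase genes, the polyamine transporter gene and 1 cytochrome P450 gene. A single candidate fell by 2-fold, the PMT gene NITAB068133 in PMT1. The study chose these genes from these libraries, so their rise is not independent evidence. After centring on the median, 18 of the 22 still rose at least 2-fold in all 4 genotypes.

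**Figure D2:**
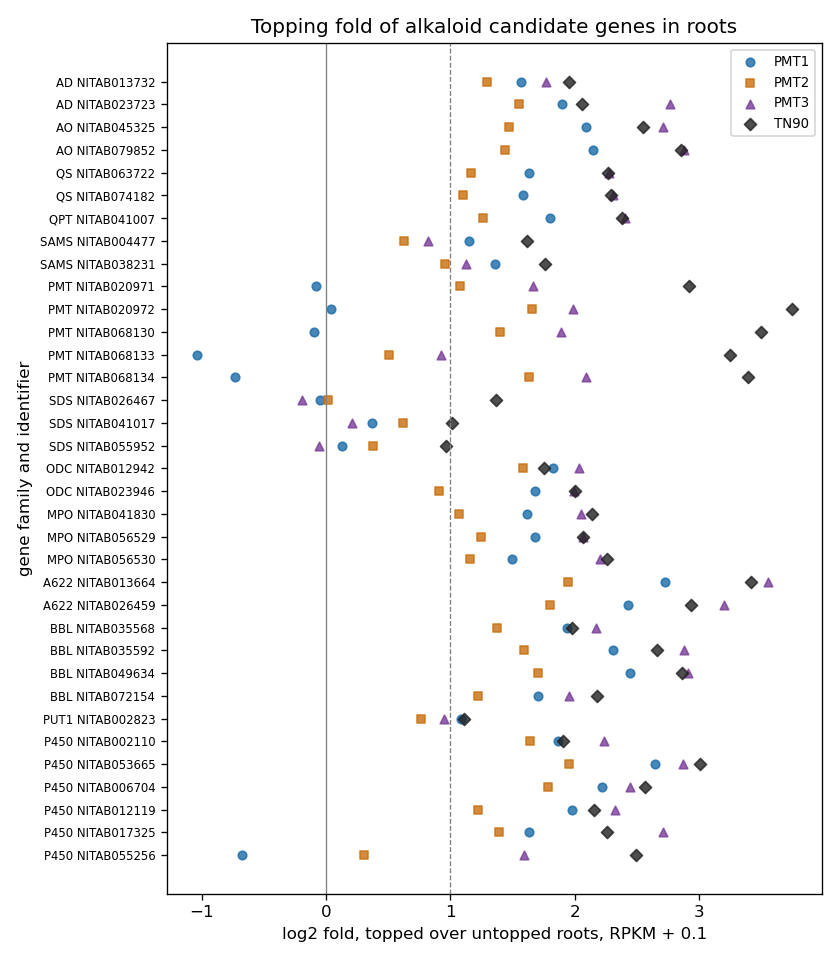
Log2 fold of topped over untopped roots, computed from the authors' mean RPKM with 0.1 added (horizontal axis), for the 35 candidates (vertical axis), with 1 symbol per genotype. The solid line marks no change and the dashed line a 2-fold rise. TN90 lies furthest right for the 5 PMT genes, and PMT1 lies left of the dashed line for all 5.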

Each gene was also annotated with Swiss-Prot or Solyc identifiers as described in the Methods section. Candidate genes (asparaginase [AD], aspartate oxidase [AO], QS, QPT, ODC, SDS, PMT, A622, BBL) cover all the known enzymatic steps in pyridine and pyrrolidine ring formation, as well as the final steps of nicotine biosynthesis, as shown in Fig. 1.

**Table 2:**
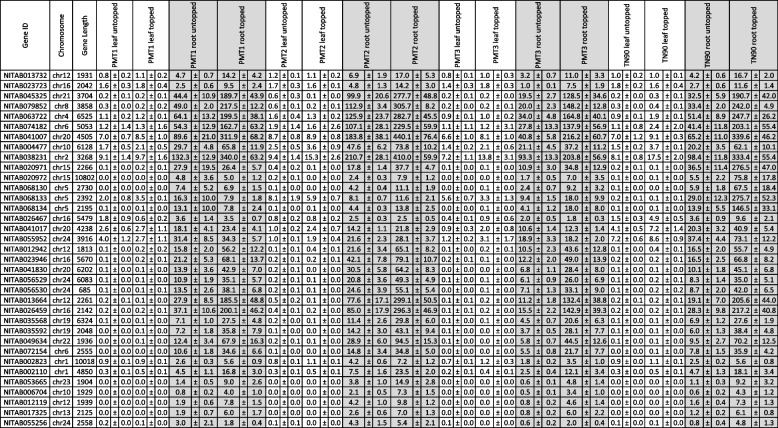
List of candidate genes identified by statistical comparison with empirical analysis of digital gene expression (DGE) in roots. Gene ID, chromosome number, gene length together with RPKM values (± standard error) for PMT lines (PMT1, PMT2, PMT3) and TN90 are presented for root and leaf tissues, as well as for untopped and topped plants. For each gene, Swiss-Prot and best corresponding tomato Solyc identifiers are provided together with reference numbers in Supporting Table 2

When comparing gene expression in roots of untopped and topped plants, for pyrrolidine ring formation the major difference affecting nicotine biosynthesis was the induced downregulation of five PMTs (NITAB068130, NITAB068133, NITAB068134, NITAB020971, and NITAB020972), in line with the expected suppressed function in PMT-RNAi lines compared to TN90 (see Table 2). 

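The PMT genes encode the enzyme that turns putrescine toward the pyrrolidine ring of nicotine and are the target of the RNAi. In TN90 roots topping raised all 5, by 7.56-fold for NITAB020971 (36.5 to 276 RPKM) to 13.5-fold for NITAB020972 (5.54 to 75.8 RPKM). NITAB068130 rose from 5.89 to 67.5 RPKM, NITAB068133 from 29.0 to 276 RPKM and NITAB068134 from 13.9 to 147 RPKM. In PMT1 none rose, with folds of 0.49 to 1.03, while 4 of 5 rose in PMT2, by up to 3.16-fold, and 4 of 5 in PMT3, by up to 4.26-fold. Topped roots of the lines held far less PMT transcript than topped TN90, by 9.69-fold to 34.6-fold in PMT1, 6.03-fold to 23.7-fold in PMT2 and 7.25-fold to 15.2-fold in PMT3. In untopped roots, none of the 5 genes was 2-fold below TN90 in PMT1 (1 after centring), 4 were in PMT2 and 5 in PMT3. The 5 genes are close relatives, and with up to 10 hits allowed per read the authors' counting may have divided reads between them, so the values of single copies are uncertain. With columns centred, 3 rose in PMT2 and 2 fell in PMT1. The paper relates the lower PMT levels to the suppressed function of these genes in the lines.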

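Spermidine synthase (SDS) turns putrescine into spermidine. Its genes NITAB026467 and NITAB041017 rose on topping in TN90 roots, by 2.58-fold and 2.02-fold, and NITAB055952 stood 1.95-fold higher (37.4 to 73.1 RPKM), while in the PMT lines the folds of all 3 lay between 0.88 and 1.53. Ornithine decarboxylase (ODC) makes putrescine. NITAB012942 rose in all 4 genotypes, from 16.5 to 55.7 RPKM in TN90 and by 3.00-fold to 4.10-fold in the lines. NITAB023946 rose 4.02-fold in TN90, 3.21-fold in PMT1 and 3.98-fold in PMT3, and stood 1.88-fold higher in PMT2. The 3 amine oxidase genes, of which the enzyme MPO acts on the product of PMT, rose in all 4 genotypes, by 4.19-fold to 4.80-fold in TN90, 2.82-fold to 3.21-fold in PMT1, 2.10-fold to 2.37-fold in PMT2 and 4.15-fold to 4.59-fold in PMT3. Relative to the median of the table, none of the SDS genes rose 2-fold in TN90, and 1 of the 3 amine oxidase genes rose 2-fold in PMT2 and hence in all 4 genotypes.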

Genes upregulated in topped versus untopped plants appeared exclusively in TN90: three SDS genes (NITAB026467, NITAB041017, and NITAB055952), two genes annotated as ODC (NITAB012942 and NITAB023946), and three as amine oxidase (probable MPO; NITAB041830, NITAB056529, and NITAB056530, see below). 

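Genes of pyridine ring formation, the part of the pathway that nicotine and anatabine share, rose on topping in roots of all 4 genotypes. L-asparaginase genes NITAB013732 and NITAB023723 rose 2.45-fold to 6.81-fold, the second from 1.02 to 7.51 RPKM in PMT3. The L-aspartate oxidase genes rose from 32.5 to 191 RPKM (NITAB045325) and from 33.4 to 242 RPKM (NITAB079852) in TN90, and by 2.71-fold to 7.37-fold over both genes and all genotypes. Quinolinate synthase genes NITAB063722 and NITAB074182 rose 2.14-fold to 4.95-fold. The quinolinate phosphoribosyltransferase gene NITAB041007, whose enzyme turns quinolinic acid into nicotinic acid mononucleotide, rose from 65.2 to 340 RPKM in TN90, from 40.8 to 216 RPKM in PMT3, from 89.6 to 312 RPKM in PMT1 and from 184 to 440 RPKM in PMT2. Folds were lowest in PMT2 for all 7 genes, whose untopped roots had the highest values. After centring on the median, the 2 quinolinate synthase genes did not reach 2-fold in PMT2.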

Upregulation of genes involved in pyridine ring formation was also observed in PMT-RNAi lines and TN90: two AD genes (NITAB013732 and NITAB023723) encoding enzymes that possibly convert L-asparagine to aspartate as a first step, two AO genes (NITAB045325 and NITAB079852) for the conversion of aspartate to alpha-iminosuccinate, two QS genes (NITAB063722 and NITAB074182), and one QPT gene (NITAB041007). Indirectly affecting this part of the alkaloid biosynthesis, we also observed upregulation of two S-adenosylmethionine synthases genes (SAMS; NITAB004477 and NITAB038231) that directly supply the co-factor S-adenosylmethionine necessary for the PMT enzymatic reaction, among other methyltransferases [36]. 

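S-adenosylmethionine synthase makes the methyl donor that PMT uses. NITAB038231 rose from 98.4 to 333 RPKM in TN90, from 132 to 340 RPKM in PMT1 and from 93.3 to 204 RPKM in PMT3, and stood at 211 and 410 RPKM in PMT2, 1.95-fold higher. NITAB004477 rose 3.07-fold in TN90 and 2.21-fold in PMT1, and was 1.55-fold higher in PMT2 and 1.76-fold higher in PMT3. With columns centred, neither gene reached 2-fold in the PMT lines, and in TN90 only NITAB038231 did.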

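A622, an isoflavone reductase-like protein, and the berberine bridge enzyme-like (BBL) oxidases act late in alkaloid synthesis. The A622 gene NITAB013664 rose on topping from 19.1 to 206 RPKM in TN90 roots and from 11.2 to 132 RPKM in PMT3, 11.8-fold, and from 77.6 to 299 RPKM in PMT2, 3.85-fold. NITAB026459 rose 3.48-fold to 9.18-fold. All 4 BBL genes rose in all 4 genotypes, by 2.34-fold for NITAB072154 in PMT2 to 7.54-fold for NITAB049634 in PMT3. In TN90, NITAB049634 reached 70.2 RPKM and NITAB035592 38.4 RPKM after topping, from 9.54 and 5.99 RPKM, and NITAB035568 rose 3.95-fold. The rises of both families reached 2-fold in every genotype relative to the median of the table as well.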

Additional transcripts were detected in root samples of topped plants, likely playing a role in the final alkaloid biosynthesis steps: two A622 genes (NITAB013664 and NITAB026459) and four BBLs (NITAB035568, NITAB035592, NITAB049634, and NITAB072154). One transport candidate was also upregulated, the polyamine transporter PUT1 (NITAB002823). 

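NITAB002823, matched to the polyamine transporter PUT1, rose 2.12-fold in PMT1 and 2.16-fold in TN90 roots on topping and was 1.70-fold higher in PMT2 and 1.93-fold higher in PMT3. Its highest value was 7.22 RPKM, in topped PMT2 roots. Relative to the median of the table, it reached 2-fold in none of the genotypes.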

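Cytochrome P450 enzymes are oxidases of many plant pathways. The 2 genes matched to CYP71D7, NITAB002110 and NITAB053665, rose on topping in roots of all 4 genotypes, the first from 4.74 to 18.1 RPKM and the second from 1.05 to 9.17 RPKM in TN90. The 3 genes matched to CYP94C1, which oxidises the active form of jasmonate, also rose in all 4, by 3.45-fold to 5.92-fold for NITAB006704, 2.33-fold to 5.01-fold for NITAB012119 and 2.63-fold to 6.54-fold for NITAB017325. NITAB055256, matched to CYP749A22, rose 5.62-fold in TN90 and 3.01-fold in PMT3, from 0.58 to 1.96 RPKM, but was 1.24-fold higher in PMT2 and lower in PMT1, at 3.00 RPKM untopped and 1.84 RPKM topped. After centring on the median, the other 5 still rose in all 4 genotypes and this gene fell 2-fold in PMT1.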

Finally, several genes belonging to the cytochrome P450 family were upregulated in root samples in PMT-RNAi lines and TN90 control in response to topping (NITAB002110, NITAB053665, NITAB006704, NITAB012119, NITAB17325, and NITAB055256).

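NITAB041830 (MPO-S) stood in untopped roots at 13.9 RPKM in PMT1, 30.5 RPKM in PMT2 and 6.78 RPKM in PMT3, against 10.1 RPKM in TN90. After topping it stood at 42.9, 64.2 and 28.4 RPKM in these lines and 45.1 RPKM in TN90. NITAB056529 (MPO-T) was at 10.9, 20.8 and 6.14 RPKM in untopped PMT1, PMT2 and PMT3 roots and 8.28 RPKM in TN90, and after topping at 35.1, 49.3 and 26.0 RPKM and 35.0 RPKM in TN90. Only PMT2, untopped, passed 2-fold over TN90, by 2.99-fold for MPO-S and 2.49-fold for MPO-T, and PMT3 lay below TN90 for both genes and treatments. The mean of the 3 lines was 17.1 RPKM for MPO-S untopped and 45.2 RPKM topped. With columns centred, these PMT2 ratios were 2.12 for MPO-S and 1.76 for MPO-T. Box plots in Fig. 3 show the spread between plants, which these group means do not hold.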

Comparison of gene expression in roots revealed that NITAB041830 and NITAB056529 transcripts corresponding to NtMPO-S and NtMPO-T genes, respectively, were upregulated in PMT-RNAi suppressed lines, in both topped and untopped plants (see Table 2, Fig. 3). NITAB041830 and NITAB056529 are primary expressed in the root tissue (Table 2). These genes were selected for further analysis to ascertain the effects of their suppression on tobacco leaf alkaloid phenotype.

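In leaves, MPO-S reached at most 0.17 RPKM and MPO-T at most 0.24 RPKM in any of the 8 groups. Root values were 48.4-fold to 515-fold higher than leaf values for MPO-S and 36.3-fold to 263-fold higher for MPO-T, within each genotype and treatment. The pseudocount of 0.1 RPKM limits these folds, since the leaf values lie near it.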

**Fig. 3:**
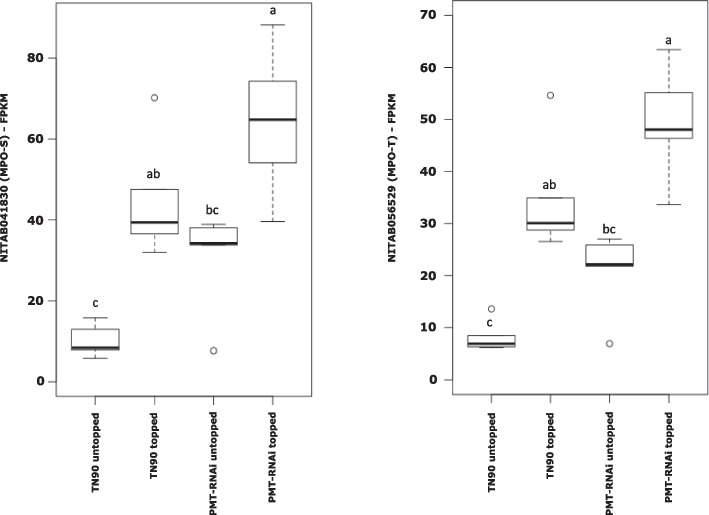
NITAB041830 (MPO-S) and NITAB056529 (MPO-T) box-and-whisker plots of the expression in N. tabacum PMT-RNAi suppressed lines. The data units are in FPKM resulting from RNAseq analyses of roots from greenhouse topped plants. Significantly different values are designated with letters and grouped into a, ab, bc or c (paired t-tests, ***p < 0.001), outliers are presented as circles

### RNAi suppression of MPO genes

To investigate the function of MPO genes within the alkaloid pathway and by extension the synthesis of anatabine and its subsequent transport and accumulation in leaves, MPO-RNAi plants were generated using specifically designed inserts as RNAi-constructs. Several lines were produced and cultivated until the second generation (T1 plants), see Fig. 4. Based on the gene expression levels, three MPO-T1 lines (-3, -4 and -15) were selected for subsequent analyses. No significant changes were observed in physiology and biomass between chosen transformed and control plants.

**Fig. 4:**
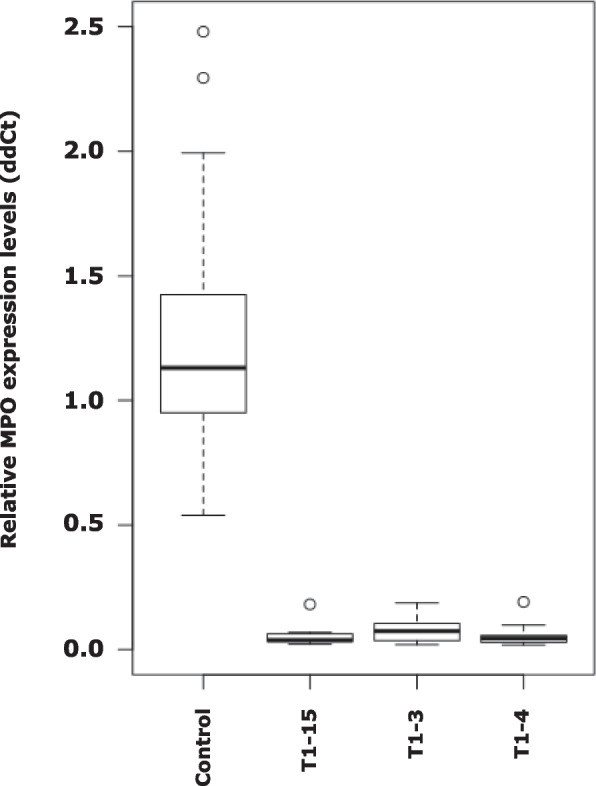
Box-and-whisker plots of the relative expression of MPO in control and RNAi lines. Lines T1-3, T1-15, and T1-4 were selected, based on the very low expression of MPO genes NITAB041830 (MPO-S) and NITAB056529 (MPO-T), outliers are presented as circles

We measured the nicotine and anatabine contents in the mature plant leaves (lamina) of control (WT) plants and the three MPO-RNAi suppressed lines. An almost complete drop in nicotine content was observed in all MPO-RNAi lines, with a concomitant increase of anatabine content (~1.6X), see Fig. 5. The qualitative impact on anatabine accumulation in leaves was comparable in PMT and MPO suppressed plants.

**Fig. 5:**
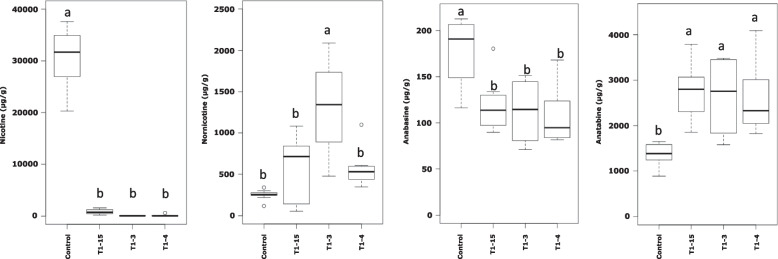
Box-and-whisker plots of the alkaloids measured by Ultra-High-Performance Liquid Chromatography coupled with Mass Spectrometry (UHPLC-MS, lower panels), from 8 WT plants, 3 independent MPO-RNAi lines, 10 plants each. Significantly different values are designated with letters and grouped into a, or b (paired t-tests, ***p < 0.001), outliers are presented as circles

## Discussion

As reported in previous studies comparing control plants and transgenic lines with suppressed PMT activity [21–23], we also observed an alkaloid content shift from nicotine (3077 ± 260 µg/g to 134 ± 16 µg/g DW) to anatabine (169 ± 39 µg/g to 1814 ± 87 µg/g DW). Interestingly, there have been no topping studies using such transgenic lines followed by alkaloid and transcriptomic analyses. In fact, a 2020 report was the first to analyze global gene expression in response to topping. The authors observed upregulation of all known alkaloid biosynthetic genes, with the exception of QPT. However, QPT was significantly upregulated in our experiments. The current study focused on the early elicitation response (24 h after treatment) at both the alkaloid and transcriptomic levels, to identify the early response elements to topping in PMT suppressed lines and TN90 control. Indeed, such treatment was shown to induce anatabine accumulation in leaves of PMT suppressed lines [22]. As we observed, topping was more efficient in promoting alkaloid accumulation at the root level.

Differential analysis of gene expression revealed two major tendencies as summarized in Table 1. Primarily, the number of significantly different expressed genes in roots was higher than any other combination when comparing untopped versus topped treatments, thus reflecting the early response also observed at the metabolite level. Secondly, the comparison of PMT lines with TN90 control indicated that the primary significant differences in Table 2 were PMT genes, as expected. However, it is also interesting that similar differences were observed after topping treatment was applied. 

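Of the 35 candidates, roots of the PMT lines differed from TN90 by 2-fold as follows. In untopped roots, 1 was higher and none lower in PMT1, 20 were higher and 4 lower in PMT2, and none was higher and 6 lower in PMT3. In topped roots, 8 were lower in PMT1, 7 in PMT2 and 9 in PMT3, and none was higher in any line. All 5 PMT genes were among the lower genes in topped roots of every line. The 20 genes higher in untopped PMT2 roots were not 2-fold higher after topping. Relative to the median of the table, 9 were higher and 7 lower in untopped PMT2.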

In fact, most of the genes listed in Table 2 were significantly differentially expressed only after topping treatment. This suggests that to observe differences related to the mechanism of alkaloid accumulation, studies should include damaged plants and not just *Nicotiana* plants growing under optimal conditions. Indeed, this is certainly a reason why we discovered transcripts that previous studies did not report [37]. AD and MPO genes were highly expressed in response to topping of PMT transgenic lines. Considering *AD*s, we can posit a possible explanation since they are involved in the early stage of pyridine ring biosynthesis. The case for MPOs is more puzzling, as these enzymes are directly involved in pyrrolidine ring formation. However, as MPO activities occur immediately after PMTs within the pyridine pathway, the results may suggest that their regulation is directly dependent on topping treatment and subsequent hormonal responses rather than on N-methylputrescine metabolite availability.

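In topped roots, the SDS genes stood below TN90 by 1.75-fold to 2.71-fold in PMT1, 1.88-fold to 3.68-fold in PMT2 and 3.32-fold to 5.18-fold in PMT3, and 2, 2 and 3 of the 3 genes passed 2-fold. NITAB026467 was at 9.56 RPKM in topped TN90 roots and at 3.47, 2.53 and 1.76 RPKM in topped PMT1, PMT2 and PMT3. In untopped roots all 3 genes were also below TN90 in each line, by 1.02-fold to 1.98-fold, so none passed 2-fold. After centring on the median, all 3 passed it in untopped PMT2.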

Significantly lower SDS levels were observed in transgenic lines compared with control. This could be attributed to lower putrescine availability in control plants. We can hypothesize that putrescine is plentiful in PMT lines, as it is not a substrate for the PMT reaction, so less SDS conversion of spermidine to putrescine is necessary. An appropriate balance of spermidine and spermine is essential for undisturbed plant growth and development [38], so relatively more SDS activity is required as compared to transgenic lines. Perturbing the polyamine balance, either by suppressing PMT activity and/or by topping, led to PUT1 transporter expression changes in roots. The PUT1 transporter in *Oryza sativa* was discovered as the first polyamine plastid transporter with specific preferential transport of spermidine, and as such it is essential for proper plant growth and development [39]. However, the same study showed that putrescine can be transported through the cell membrane. Upregulation of PUT1 in our experiment may be associated with an increased polyamine concentration, particularly because of increased ODC expression upon topping treatment.

Besides AD upregulated in the early stages of pyridine ring biosynthesis, we also measured the expression of other genes necessary for this process. AO, QS, and QPT genes were upregulated at the time of topping in both transgenic and control plants and were not impacted by the lack of active PMTs. This observation supports the hypothesis that AO, QS, and QPT genes are necessary for the formation of pyridine rings that serve as the backbone for both nicotine and anatabine.

Interestingly, genes responsible for final alkaloid biosynthesis were also upregulated. It was previously observed that suppression of A622 [14] and BBL [16, 40] genes leads to termination of anatabine biosynthesis, although its levels were very low at the start. In our analysis, it was observed that these two oxidoreductases play roles in PMT lines’ biosynthesis of anatabine, as reflected when looking at overexpression of A622 and BBL genes in response to topping (see Table 2). These genes are necessary, but we cannot assume that they are sufficient for final nicotine and anatabine biosynthesis. Given this gap, it is interesting to note that several genes from the cytochrome P450 family were differentially expressed in our study, including two from the CYP71D subfamily. Notably, genes from this specific clade were reported as involved in alkaloid biosynthesis in previous studies, although not in tobacco itself. The function of specific cytochrome P450s (11 discovered to date) in Madagascar periwinkle (*Catharanthus roseus*) was proven to be essential for monoterpene indole alkaloid (MIA) biosynthesis, among them vinblastine and vincristine [41]. There are genes classified as CYP71D subfamily members in MIA biosynthesis, such as tabersonine 16-hydroxylase (two isoforms: CYP71D12 and CYP71D351) [42–44] and 16-methoxytabersonine 3-oxygenase (CYP71D1) [45, 46] were discovered. It is therefore possible to speculate that candidates in our study belonging to the same CYP71D7 subfamily may also be involved in alkaloid biosynthesis. Confirming this hypothesis would require further transformation and protein activity studies. Finally, three additional candidate genes were upregulated in roots in response to topping and were annotated as homologs of *Arabidopsis thaliana* cytochrome CYP94C1 (see Table 2). These cytochrome P450 genes were shown to catalyze the oxidation step of jasmonoyl-isoleucine (JA-Ile) to form the carboxy-derivative 12COOH-JA-Ile, reflecting catalytic turnover of the hormone [47].

We investigated the action of MPOs in anatabine biosynthesis in detail. Previous studies showed that *MPO* suppression by creating transgenic lines with RNA-silenced MPOs in *N. tabacum* hairy roots hindered nicotine synthesis and promoted anatabine accumulation [24]. It has not yet been shown how fully grown plants with suppressed MPO will act and which alkaloids would accumulate in roots and leaves. For the first time, we demonstrated that plants with constitutively suppressed MPOs almost completely reduce nicotine synthesis but also redirect the process towards anatabine production. Previous studies reported that both MATE and NUP1-type transporters show affinity towards nicotine and can serve as effective transport proteins [26–29]. They most probably act in MPO suppressed lines and are expressed, yet more detailed transport focused studies are necessary to confirm their affinity towards anatabine. Furthermore, several questions concerning anatabine biosynthesis remain to be answered, particularly the specific actions of BBL genes and possibly other unidentified ones that are necessary for the process. Future studies should also focus on the mode of anatabine transport, which clearly impacts anatabine accumulation in leaves.

## Conclusions

The final steps of nicotine and nornicotine biosynthesis are essentially governed by the same mechanism, as revealed by gene expression analysis of transgenic lines with suppressed PMT activity. Nornicotine is a demethylated form of nicotine. Genes involved in both pyridine ring biosynthesis and final alkaloid formation with help of two oxidoreductases were upregulated to a similar extent in both PMT lines and control TN90 cultivar. What appeared to be different between transgenic and control plants, besides PMT activity, was specific regulation of the polyamine balance as observed with differential SDS expression. Interestingly, MPO expression was significantly higher in all plants subjected to topping treatment. Furthermore, upon topping upregulation not related to the lack of active PMT of two asparaginases and cytochrome P450 genes were identified in the transcriptome analyzed, suggesting entirely new possibilities to regulate *N. tabacum* alkaloid content. In the final part of our study, we produced transgenic lines with suppressed MPO expression. It resulted in an almost complete halt in nicotine accumulation while anatabine content was increased by ~1.6X. This is the first concrete proof that suppression of MPO alters the alkaloid pool in favor of anatabine and that this anatabine is efficiently transported from roots to tobacco leaves. Such transport was previously suggested and tested for specific transporters as MATE and NUP1 [26–29]. It is most probably the case here, where TN90 burley tobacco served as the parental plant for transformed lines, but we cannot say that this would be replicable for other tobacco varieties or species. Many plants from the *Nicotiana* genus accumulate high amounts of alkaloids in roots, yet that does not translate to effective transport into leaves [30]. Further studies where specific transporter genes are sequenced and suppressed/knocked-out or further expressed would provide a solid base to understand anatabine transport in tobacco. It would also be beneficial to measure in the future studies other compounds to reveal a more complete picture of biosynthesis, such as polyamines, amino acids and other intermediates in alkaloid biosynthesis.

## Methods

### Plant cultivation

Seeds of *N. tabacum* TN90 cultivar were taken from internal collection. TN90 seeds are also publically available at US Nicotiana Germplasm Collection (designated as PI 543792, Nicotiana tabacum L., 'TN 90') and are freely available for use and purchase for professional plant breeders and other career research scientists (https://www.ars-grin.gov/collections). Transgenic TN90 lines PMT1 (06TN2046), PMT2 (06TN2048) and PMT3 (06TN2052) were obtained from Altria Client Services LLC (Richmond, VA, USA). PMT lines were produced using Agrobacterium-mediated transformation under the control of 35S as the constitutive promotor, as described in the patent WO2015157359A1 [48]. Prior to germination, seeds were sterilized with the vapor chlorine gas method; 50 mL of 5% final chlorine was placed together with seed glass tubes in a bell jar. Subsequently, 3 mL of hydrochloric acid (37%) was added to the solution and seeds were incubated for 2 h. Under laminar flow hood, seeds were then placed onto growth medium in the plant growth room (24 °C, 16 h light / 20 °C, 8 h dark) for 4 weeks. The well-developed plantlets were transferred to the greenhouse and cultivated in 5-L pots in 10 replicates under an artificial light photoperiod (16-h light/8-h dark) until fully grown plants were obtained. At the time of flowering, half of TN90 and PMT plants were topped. At 24 h after topping treatment, representative, full-grown leaves and representative roots of cross diameter were collected for the analysis. All samples were immediately frozen in liquid nitrogen and preserved for metabolite and transcriptomic analyses.

### UHPLC-MS alkaloid quantification

Collected samples were lyophilized and disrupted by shaking at 400 rpm in containers with glass beads (8 h for leaves and 24 h for roots). At this point, roots that were still undisrupted were ground in the mortar to the smallest possible level. Samples for alkaloid analysis (according to the method by Kaminski et al., [30]) by ultra-high-performance liquid chromatography coupled with mass spectrometry (UHPLC-MS) were prepared by extracting approximately 25 mg of fine powder with water/methanol (3:7, with 5 mL) by agitating on a rotary shaker for 24 h, filtering (Fisherbrand™ Sterile PES Syringe Filter with pore size of 0.2 µm; Thermo Fisher Scientific, Waltham, MA, USA), and diluting 1:50 with the extraction mixture. A simultaneous determination of all six alkaloids was performed on an Vanquish Duo UHPLC system coupled to a Orbitrap IDX mass spectrometer (Thermo Fisher Scientific). Chromatographic separation was performed on an Acquity HSS T3 column (1.7 μm, 100 × 2.1 mm; Waters, Milford, MA, USA); the column temperature was set to 45 °C. The eluents were ammonium acetate in water (10 mM, pH = 8.9; eluent A) and ammonium acetate in water (10 mM; eluent B) applied as a gradient (0 min–10% B; 0.25 min–10% B; 4.25 min–98% B; 5.25 min–98% B; flow: 0.5 mL/min). The injection volume was 5 μL. Nicotine, anabasine, myosmine, nornicotine, cotinine, and anatabine eluted after 3.89, 3.27, 3.47, 2.76, 2.62, and 3.36 min, respectively, and were detected as [M + H]^+^ pseudomolecular ions after positive electrospray ionization.

### Sequencing and data analysis

With use of liquid nitrogen, tobacco samples were grinded to fine powder in mortars, and 200-mg samples were taken for RNA extraction. RNA extraction was performed by RNeasy® Plant Mini Kit (© QIAGEN N.V., Venlo, the Netherlands) for subsequent sequencing library preparation (no fragmentation) by TruSeq® Stranded Total RNA Gold (© Illumina, Inc., San Diego, CA, USA). Libraries were later sequenced with an Illumina HiSeq® 4000 System. Paired end 2 × 150 bp sequencing was performed with HiSeq® 3000/4000 PE Cluster Kits and HiSeq® 3000/4000 SBS Kits (© Illumina, Inc.).

### Gene expression analysis

The generated sequencing data were demultiplexed by Illumina BaseSpace® Clarity LIMS (© Illumina, Inc.) and subsequently imported to Qiagen CLC Genomics Workbench version 11.0.1 (CLC bio, a QIAGEN Company). Transcriptome reads were mapped to updated version the *N. tabacum* reference genome [49] using the ‘RNA-Seq Analysis’ 2.16 tool with similarity of 0.95 (S = 0.95) and fraction length of 0.95 (L = 0.95) as mapping criteria. The mismatch, insertion, and deletion costs were set to 2, 3, and 3, respectively. Global alignment was not performed, and paired distances were detected automatically. The maximum number of read hits was set to 10, and paired reads were counted as 2. RPKM values were retrieved for each gene in the reference genome, including for those without transcript models. A fusion gene table was not created. For each sample principal component analysis (PCA) was performed with the CLC ‘PCA for RNA-Seq’ tool. Gene expression analysis was performed with the ‘Empirical Analysis of DGE’ tool, where RPKM values for each gene were retrieved and compared by empirical analysis of DGE, which employs the ‘exact test’ developed by Robinson and Smyth [50] that was incorporated into the EdgeR Bioconductor package [51]. Genes with pairwise comparison p-values ≤ 0.05 and an absolute fold change  ≥ 2 were regarded as significantly different.

### RNAi transformation

The specific DNA fragment (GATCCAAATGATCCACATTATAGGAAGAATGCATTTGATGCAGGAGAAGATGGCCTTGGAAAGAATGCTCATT) selected for suppressing the expression of both copies of MPO (MPO-S and MPO-T) was cloned between the strong constitutive MMV promoter and the 3′ NOS terminator sequence of the nopaline synthase gene of *Agrobacterium tumefaciens* [52]. The burley tobacco variety TN90 was transformed using standard Agrobacterium-mediated transformation protocols [53]. Seeds were harvested from three independent T0 lines exhibiting the strongest MPO silencing. T1 plants from the 10 lines were grown in the greenhouse and selected by polymerase chain reaction (PCR) for presence of construct insertion in the genomic DNA, with the following primers (5'-3'): MMV-F (gacgtctaatcccaacttcgtc) and IPMS2-R (gacgtctaatcccaacttcgtc). To verify that the progeny displayed efficient transcript suppression, RNA was isolated from transgenic plants of each independent transformation event and their corresponding control plants, and quantitative PCR experiments were performed to assess MPO gene expression levels using the following primers (5' to 3') MPO-F1 (GTATTGATGACTTGGATCTTGTGATG), MPO-R1 (TATATTCCTTCAACTGGTCTTGCATA).

### Supplementary Information

**Additional file 1.** Sequences.

**Additional file 2:** **Supporting Table 1.** Mapping to reference genome statistics with read count as well as percentage [%] of mapped reads to genome and genes.

**Additional file 3:** **Supporting Table 2.** 2075 genes with statistically different expression were present in at least one of these comparisons.

## Data Availability

The datasets used and/or analysed during the current study are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229462.

# Supplementary material for: Suppression of pyrrolidine ring biosynthesis and its effects on gene expression and subsequent accumulation of anatabine in leaves of tobacco (N. tabacum L.)
**Source:** BMC Genomics. 2023 Sep 4;24:516. doi: 10.1186/s12864-023-09588-8
**Supplement:** Supplementary file 1 — Additional file 1. Sequences.

Sequences:

SEQ 1: NtMPO-S_CDS

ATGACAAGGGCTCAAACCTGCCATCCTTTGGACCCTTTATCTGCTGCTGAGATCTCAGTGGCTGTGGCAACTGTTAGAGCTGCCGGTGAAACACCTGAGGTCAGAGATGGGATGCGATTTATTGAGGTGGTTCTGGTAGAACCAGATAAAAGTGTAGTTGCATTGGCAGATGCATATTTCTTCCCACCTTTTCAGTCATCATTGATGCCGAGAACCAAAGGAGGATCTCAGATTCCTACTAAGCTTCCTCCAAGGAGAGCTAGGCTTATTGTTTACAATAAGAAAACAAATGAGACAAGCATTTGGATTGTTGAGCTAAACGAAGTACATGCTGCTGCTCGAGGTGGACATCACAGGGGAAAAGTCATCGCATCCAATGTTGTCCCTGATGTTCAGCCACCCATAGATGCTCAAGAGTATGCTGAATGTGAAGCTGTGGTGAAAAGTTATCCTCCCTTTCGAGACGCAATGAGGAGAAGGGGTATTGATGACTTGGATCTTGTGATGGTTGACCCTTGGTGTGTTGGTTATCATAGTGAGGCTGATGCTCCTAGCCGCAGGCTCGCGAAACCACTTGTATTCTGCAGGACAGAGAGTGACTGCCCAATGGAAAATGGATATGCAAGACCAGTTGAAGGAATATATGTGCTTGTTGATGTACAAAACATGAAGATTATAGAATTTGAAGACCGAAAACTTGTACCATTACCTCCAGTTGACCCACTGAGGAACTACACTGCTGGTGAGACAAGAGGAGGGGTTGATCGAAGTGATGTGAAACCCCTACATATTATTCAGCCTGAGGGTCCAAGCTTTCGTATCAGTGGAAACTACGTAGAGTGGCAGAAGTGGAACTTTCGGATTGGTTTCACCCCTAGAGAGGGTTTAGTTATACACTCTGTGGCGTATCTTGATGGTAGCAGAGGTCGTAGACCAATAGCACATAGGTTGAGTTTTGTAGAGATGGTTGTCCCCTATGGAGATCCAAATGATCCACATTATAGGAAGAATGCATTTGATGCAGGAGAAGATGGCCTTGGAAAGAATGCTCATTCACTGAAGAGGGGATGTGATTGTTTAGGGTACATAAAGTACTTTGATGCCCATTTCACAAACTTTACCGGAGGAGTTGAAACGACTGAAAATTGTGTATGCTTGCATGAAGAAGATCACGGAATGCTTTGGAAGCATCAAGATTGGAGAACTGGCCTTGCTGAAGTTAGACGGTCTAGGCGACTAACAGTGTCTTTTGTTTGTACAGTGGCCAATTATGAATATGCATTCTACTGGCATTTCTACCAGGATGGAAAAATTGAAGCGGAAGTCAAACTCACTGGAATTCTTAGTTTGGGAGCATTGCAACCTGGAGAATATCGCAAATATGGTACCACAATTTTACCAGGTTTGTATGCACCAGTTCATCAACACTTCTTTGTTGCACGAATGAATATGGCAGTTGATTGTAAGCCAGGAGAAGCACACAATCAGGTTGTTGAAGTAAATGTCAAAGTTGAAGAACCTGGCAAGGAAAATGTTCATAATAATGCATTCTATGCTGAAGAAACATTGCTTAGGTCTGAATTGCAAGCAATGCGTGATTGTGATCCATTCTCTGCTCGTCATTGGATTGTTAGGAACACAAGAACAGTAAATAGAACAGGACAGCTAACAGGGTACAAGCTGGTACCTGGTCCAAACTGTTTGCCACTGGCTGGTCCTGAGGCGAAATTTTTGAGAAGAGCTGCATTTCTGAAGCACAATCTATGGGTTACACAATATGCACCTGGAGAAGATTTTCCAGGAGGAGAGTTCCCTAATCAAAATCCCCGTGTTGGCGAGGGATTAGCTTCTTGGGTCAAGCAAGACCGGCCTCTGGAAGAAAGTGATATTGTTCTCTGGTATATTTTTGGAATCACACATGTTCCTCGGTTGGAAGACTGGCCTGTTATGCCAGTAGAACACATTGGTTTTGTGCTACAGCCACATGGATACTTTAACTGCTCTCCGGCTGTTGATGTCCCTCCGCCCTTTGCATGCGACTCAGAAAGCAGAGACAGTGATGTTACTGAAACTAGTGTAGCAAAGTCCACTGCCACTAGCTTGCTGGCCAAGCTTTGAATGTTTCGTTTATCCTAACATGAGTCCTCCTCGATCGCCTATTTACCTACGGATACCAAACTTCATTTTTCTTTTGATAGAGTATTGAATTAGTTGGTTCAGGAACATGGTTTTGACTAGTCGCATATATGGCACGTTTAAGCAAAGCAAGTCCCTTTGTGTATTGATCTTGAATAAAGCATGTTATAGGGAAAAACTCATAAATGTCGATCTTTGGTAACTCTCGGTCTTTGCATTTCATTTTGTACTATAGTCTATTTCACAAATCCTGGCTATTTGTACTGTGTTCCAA

SEQ 2: NtMPO-S_PROTEIN

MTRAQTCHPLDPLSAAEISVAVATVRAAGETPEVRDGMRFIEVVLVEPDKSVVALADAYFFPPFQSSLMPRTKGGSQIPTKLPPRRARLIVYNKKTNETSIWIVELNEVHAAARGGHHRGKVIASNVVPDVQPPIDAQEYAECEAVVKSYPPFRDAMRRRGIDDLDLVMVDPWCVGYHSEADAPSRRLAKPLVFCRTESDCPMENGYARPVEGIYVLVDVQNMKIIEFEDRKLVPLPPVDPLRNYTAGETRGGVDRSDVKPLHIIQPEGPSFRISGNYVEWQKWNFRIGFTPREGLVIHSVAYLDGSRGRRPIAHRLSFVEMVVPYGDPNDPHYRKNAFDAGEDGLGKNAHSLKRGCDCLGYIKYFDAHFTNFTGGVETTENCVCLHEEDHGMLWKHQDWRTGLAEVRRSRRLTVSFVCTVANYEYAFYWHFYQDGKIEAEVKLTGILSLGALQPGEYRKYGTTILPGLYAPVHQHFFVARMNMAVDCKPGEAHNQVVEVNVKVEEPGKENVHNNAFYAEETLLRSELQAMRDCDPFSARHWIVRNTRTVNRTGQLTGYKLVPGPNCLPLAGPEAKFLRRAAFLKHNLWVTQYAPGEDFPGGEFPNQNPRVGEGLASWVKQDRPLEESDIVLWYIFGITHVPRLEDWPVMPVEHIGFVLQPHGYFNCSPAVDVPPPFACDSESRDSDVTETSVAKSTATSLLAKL

SEQ 3: NtMPO-T_CDS

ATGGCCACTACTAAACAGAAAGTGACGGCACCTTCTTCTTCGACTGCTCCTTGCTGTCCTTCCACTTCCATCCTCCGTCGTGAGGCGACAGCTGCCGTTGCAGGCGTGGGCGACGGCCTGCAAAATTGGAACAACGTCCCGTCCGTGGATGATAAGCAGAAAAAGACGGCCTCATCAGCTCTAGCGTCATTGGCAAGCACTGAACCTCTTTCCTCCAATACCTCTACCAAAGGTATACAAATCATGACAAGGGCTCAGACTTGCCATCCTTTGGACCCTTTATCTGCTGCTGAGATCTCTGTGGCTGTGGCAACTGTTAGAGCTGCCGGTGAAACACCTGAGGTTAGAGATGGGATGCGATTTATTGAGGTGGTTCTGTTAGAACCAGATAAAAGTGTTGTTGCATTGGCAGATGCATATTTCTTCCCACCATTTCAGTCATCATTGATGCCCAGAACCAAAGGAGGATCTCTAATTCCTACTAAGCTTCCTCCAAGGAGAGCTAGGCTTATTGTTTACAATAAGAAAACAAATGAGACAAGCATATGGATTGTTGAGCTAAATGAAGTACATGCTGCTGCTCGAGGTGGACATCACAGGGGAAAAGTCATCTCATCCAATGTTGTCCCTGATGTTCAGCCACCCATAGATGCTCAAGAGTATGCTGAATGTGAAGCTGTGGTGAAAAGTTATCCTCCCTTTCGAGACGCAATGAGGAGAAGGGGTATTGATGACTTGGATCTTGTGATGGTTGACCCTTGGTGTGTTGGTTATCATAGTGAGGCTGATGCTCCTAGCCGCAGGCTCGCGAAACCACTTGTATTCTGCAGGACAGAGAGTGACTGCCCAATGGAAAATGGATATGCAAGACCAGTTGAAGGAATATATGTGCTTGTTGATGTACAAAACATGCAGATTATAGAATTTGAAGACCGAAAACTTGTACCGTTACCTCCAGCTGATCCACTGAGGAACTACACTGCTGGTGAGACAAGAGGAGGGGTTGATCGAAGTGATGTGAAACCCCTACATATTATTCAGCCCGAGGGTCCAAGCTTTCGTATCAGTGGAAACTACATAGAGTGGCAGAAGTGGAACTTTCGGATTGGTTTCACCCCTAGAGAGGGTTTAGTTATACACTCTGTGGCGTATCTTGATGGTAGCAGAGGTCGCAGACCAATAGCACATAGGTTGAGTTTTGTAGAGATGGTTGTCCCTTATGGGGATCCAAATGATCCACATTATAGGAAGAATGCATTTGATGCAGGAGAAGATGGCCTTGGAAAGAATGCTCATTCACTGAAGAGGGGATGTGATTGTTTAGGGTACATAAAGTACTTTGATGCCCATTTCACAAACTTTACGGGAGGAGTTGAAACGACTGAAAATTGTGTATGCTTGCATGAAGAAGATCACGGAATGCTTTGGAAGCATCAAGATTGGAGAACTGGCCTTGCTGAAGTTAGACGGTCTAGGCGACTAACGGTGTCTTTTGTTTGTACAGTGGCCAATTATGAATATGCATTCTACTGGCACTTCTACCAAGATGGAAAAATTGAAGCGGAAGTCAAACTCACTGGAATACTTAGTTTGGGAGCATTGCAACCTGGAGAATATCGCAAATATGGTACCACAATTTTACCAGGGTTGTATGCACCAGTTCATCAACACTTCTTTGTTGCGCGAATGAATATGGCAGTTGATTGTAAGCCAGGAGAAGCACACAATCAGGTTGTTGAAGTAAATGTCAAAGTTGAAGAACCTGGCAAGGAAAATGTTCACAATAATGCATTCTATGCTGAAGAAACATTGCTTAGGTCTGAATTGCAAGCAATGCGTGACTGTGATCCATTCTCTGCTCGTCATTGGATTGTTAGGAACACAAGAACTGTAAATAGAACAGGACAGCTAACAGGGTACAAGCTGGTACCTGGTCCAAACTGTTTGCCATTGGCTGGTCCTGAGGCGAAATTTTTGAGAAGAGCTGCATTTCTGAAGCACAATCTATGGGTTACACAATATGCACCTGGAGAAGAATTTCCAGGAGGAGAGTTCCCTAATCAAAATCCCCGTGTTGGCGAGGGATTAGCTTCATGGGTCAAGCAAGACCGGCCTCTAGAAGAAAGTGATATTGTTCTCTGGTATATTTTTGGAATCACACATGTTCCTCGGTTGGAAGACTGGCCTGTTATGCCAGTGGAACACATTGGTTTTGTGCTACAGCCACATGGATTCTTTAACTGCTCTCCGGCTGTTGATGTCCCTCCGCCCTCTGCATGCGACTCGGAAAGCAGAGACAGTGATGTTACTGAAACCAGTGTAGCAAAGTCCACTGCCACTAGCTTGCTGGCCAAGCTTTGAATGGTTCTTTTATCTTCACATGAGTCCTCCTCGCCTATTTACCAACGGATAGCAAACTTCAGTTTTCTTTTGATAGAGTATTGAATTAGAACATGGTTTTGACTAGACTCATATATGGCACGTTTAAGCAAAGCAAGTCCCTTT

SEQ 4: NtMPO-T_PROTEIN

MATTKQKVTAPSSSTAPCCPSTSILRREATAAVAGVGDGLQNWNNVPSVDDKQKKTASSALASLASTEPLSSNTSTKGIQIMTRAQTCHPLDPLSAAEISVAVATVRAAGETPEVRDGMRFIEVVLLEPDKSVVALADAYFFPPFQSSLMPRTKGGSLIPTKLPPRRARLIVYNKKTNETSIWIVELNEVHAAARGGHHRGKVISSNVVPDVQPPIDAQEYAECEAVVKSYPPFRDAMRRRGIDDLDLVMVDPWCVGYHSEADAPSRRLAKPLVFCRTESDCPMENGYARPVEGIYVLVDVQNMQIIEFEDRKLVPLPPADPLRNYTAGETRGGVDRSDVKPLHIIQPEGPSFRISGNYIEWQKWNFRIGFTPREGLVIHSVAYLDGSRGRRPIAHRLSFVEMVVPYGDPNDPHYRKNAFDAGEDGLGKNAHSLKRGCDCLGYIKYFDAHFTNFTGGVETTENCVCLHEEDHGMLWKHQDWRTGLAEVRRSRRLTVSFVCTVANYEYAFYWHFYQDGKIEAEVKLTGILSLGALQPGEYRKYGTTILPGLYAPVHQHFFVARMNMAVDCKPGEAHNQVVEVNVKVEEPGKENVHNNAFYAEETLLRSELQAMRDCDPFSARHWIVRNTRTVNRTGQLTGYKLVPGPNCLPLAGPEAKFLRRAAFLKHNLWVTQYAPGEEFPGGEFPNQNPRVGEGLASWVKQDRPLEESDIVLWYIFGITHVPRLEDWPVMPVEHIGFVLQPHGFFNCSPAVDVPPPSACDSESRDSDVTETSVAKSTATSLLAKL

SEQ 5: Variant MPO-S-W395*_CDS

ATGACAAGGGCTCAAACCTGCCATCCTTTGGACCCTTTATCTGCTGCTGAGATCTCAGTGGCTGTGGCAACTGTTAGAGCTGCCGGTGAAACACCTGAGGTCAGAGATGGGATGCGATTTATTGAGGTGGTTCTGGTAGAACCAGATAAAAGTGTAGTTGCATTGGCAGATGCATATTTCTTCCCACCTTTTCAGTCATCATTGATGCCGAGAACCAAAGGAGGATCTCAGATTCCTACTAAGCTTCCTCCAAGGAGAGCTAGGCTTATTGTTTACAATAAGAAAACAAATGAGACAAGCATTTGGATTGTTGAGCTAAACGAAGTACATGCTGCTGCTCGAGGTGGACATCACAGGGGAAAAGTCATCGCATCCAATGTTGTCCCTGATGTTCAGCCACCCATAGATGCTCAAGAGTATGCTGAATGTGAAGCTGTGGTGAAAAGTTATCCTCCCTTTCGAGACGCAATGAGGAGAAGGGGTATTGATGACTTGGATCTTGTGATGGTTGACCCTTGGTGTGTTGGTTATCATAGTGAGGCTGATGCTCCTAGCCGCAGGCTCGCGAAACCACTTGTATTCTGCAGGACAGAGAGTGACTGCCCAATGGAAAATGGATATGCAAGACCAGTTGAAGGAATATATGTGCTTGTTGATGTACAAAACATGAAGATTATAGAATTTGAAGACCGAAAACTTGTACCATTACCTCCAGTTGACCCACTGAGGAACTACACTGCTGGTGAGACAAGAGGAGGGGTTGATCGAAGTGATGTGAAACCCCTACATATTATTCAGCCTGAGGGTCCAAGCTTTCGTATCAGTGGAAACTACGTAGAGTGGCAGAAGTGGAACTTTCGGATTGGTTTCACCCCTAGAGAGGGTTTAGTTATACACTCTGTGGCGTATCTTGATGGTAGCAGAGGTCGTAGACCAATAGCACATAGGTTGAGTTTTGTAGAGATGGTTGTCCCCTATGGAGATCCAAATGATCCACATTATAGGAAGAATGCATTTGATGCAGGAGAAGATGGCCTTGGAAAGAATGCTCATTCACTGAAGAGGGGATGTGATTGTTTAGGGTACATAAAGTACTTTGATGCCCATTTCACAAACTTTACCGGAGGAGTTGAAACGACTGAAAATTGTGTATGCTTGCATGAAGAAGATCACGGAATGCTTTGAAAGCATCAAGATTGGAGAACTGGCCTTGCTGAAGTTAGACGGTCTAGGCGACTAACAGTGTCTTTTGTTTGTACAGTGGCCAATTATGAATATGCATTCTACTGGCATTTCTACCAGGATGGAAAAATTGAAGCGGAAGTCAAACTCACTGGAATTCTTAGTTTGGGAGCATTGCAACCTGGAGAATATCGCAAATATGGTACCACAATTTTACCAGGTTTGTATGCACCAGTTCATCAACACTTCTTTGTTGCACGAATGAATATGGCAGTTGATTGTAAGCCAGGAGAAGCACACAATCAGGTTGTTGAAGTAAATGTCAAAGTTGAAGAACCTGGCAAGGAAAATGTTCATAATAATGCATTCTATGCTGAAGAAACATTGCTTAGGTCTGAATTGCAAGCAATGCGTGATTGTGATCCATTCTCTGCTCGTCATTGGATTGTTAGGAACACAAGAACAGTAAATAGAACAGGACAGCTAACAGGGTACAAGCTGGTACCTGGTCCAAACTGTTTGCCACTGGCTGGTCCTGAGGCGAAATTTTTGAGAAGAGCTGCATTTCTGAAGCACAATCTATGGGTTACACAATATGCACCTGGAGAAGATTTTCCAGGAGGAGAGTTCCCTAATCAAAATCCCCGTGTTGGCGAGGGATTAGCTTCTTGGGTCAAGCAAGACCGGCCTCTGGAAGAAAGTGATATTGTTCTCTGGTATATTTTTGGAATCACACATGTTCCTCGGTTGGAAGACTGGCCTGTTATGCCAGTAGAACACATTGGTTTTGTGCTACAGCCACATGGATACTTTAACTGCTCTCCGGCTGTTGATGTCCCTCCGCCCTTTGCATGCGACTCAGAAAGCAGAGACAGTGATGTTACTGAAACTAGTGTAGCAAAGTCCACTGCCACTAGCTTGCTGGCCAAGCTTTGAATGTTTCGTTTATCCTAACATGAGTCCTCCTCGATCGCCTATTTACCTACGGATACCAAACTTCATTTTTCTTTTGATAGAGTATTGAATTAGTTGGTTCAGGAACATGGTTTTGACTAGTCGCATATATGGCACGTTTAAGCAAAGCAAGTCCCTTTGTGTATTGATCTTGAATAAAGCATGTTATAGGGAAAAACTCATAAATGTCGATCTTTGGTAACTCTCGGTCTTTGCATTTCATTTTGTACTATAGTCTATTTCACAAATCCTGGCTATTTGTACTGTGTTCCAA

SEQ 6: Variant MPO-S-W395*_PROTEIN

MTRAQTCHPLDPLSAAEISVAVATVRAAGETPEVRDGMRFIEVVLVEPDKSVVALADAYFFPPFQSSLMPRTKGGSQIPTKLPPRRARLIVYNKKTNETSIWIVELNEVHAAARGGHHRGKVIASNVVPDVQPPIDAQEYAECEAVVKSYPPFRDAMRRRGIDDLDLVMVDPWCVGYHSEADAPSRRLAKPLVFCRTESDCPMENGYARPVEGIYVLVDVQNMKIIEFEDRKLVPLPPVDPLRNYTAGETRGGVDRSDVKPLHIIQPEGPSFRISGNYVEWQKWNFRIGFTPREGLVIHSVAYLDGSRGRRPIAHRLSFVEMVVPYGDPNDPHYRKNAFDAGEDGLGKNAHSLKRGCDCLGYIKYFDAHFTNFTGGVETTENCVCLHEEDHGMLSTOP

SEQ 7: Variant MPO-T-W362*_CDS

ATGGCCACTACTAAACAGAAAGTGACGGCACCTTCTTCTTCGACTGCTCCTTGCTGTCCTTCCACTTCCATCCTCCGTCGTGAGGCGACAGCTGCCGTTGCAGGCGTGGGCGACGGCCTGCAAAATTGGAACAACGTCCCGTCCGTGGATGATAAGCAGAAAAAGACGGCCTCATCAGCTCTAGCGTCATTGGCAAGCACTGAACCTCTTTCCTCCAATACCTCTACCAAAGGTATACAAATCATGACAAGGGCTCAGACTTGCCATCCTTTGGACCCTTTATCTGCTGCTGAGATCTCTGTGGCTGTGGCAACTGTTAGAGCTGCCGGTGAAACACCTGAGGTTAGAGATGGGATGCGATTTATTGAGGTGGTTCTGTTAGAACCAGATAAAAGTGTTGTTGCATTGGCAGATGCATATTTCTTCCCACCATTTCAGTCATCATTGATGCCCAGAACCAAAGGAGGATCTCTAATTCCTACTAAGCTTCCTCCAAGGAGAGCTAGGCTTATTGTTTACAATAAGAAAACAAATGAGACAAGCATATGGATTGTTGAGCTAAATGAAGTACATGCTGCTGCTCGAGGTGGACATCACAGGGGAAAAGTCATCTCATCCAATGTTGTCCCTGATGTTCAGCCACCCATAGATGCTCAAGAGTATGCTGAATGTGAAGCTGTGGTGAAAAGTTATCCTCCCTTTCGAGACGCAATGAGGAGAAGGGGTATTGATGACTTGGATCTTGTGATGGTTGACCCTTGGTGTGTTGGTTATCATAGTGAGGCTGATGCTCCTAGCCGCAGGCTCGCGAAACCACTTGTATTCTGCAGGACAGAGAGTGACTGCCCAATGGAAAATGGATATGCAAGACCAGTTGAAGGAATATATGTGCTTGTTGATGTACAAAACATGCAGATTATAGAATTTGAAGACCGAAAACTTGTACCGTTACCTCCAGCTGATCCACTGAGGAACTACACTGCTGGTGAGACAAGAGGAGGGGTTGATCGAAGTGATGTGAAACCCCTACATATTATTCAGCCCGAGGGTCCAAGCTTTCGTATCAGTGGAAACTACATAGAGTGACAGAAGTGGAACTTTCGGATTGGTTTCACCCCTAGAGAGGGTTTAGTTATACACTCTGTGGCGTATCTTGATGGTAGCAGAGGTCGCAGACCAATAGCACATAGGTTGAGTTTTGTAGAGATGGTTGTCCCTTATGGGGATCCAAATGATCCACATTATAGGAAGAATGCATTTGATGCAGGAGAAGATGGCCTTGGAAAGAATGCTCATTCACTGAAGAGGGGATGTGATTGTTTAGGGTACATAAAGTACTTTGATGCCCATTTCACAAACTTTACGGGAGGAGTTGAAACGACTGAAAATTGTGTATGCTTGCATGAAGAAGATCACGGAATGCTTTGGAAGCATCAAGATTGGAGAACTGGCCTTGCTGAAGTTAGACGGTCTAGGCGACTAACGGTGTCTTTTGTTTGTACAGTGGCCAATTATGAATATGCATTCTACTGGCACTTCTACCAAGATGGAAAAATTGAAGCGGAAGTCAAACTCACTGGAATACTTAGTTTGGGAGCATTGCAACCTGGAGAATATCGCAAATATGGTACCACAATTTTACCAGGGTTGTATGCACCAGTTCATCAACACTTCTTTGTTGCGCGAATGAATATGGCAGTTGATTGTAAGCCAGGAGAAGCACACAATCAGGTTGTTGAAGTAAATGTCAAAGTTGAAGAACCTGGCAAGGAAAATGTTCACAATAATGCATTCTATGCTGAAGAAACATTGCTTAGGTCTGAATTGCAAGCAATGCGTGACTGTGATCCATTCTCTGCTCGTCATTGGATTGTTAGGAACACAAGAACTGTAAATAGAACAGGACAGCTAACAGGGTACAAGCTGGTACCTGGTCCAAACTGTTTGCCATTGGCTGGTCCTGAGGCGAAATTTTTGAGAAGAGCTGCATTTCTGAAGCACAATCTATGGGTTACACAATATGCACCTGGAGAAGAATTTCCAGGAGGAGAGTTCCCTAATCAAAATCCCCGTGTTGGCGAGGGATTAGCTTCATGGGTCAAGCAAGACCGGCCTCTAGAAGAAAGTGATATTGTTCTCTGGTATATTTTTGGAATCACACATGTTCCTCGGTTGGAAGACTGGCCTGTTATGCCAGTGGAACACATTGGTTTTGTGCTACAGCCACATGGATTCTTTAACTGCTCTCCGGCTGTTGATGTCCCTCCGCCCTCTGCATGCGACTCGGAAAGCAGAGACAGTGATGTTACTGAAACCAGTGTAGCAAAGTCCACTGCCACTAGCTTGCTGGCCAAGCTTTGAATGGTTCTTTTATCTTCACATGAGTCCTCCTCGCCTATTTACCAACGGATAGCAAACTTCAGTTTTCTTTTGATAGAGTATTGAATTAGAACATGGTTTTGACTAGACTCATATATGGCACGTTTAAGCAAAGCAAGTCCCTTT

SEQ 8: Variant MPO-T-W362*_PROTEIN

MATTKQKVTAPSSSTAPCCPSTSILRREATAAVAGVGDGLQNWNNVPSVDDKQKKTASSALASLASTEPLSSNTSTKGIQIMTRAQTCHPLDPLSAAEISVAVATVRAAGETPEVRDGMRFIEVVLLEPDKSVVALADAYFFPPFQSSLMPRTKGGSLIPTKLPPRRARLIVYNKKTNETSIWIVELNEVHAAARGGHHRGKVISSNVVPDVQPPIDAQEYAECEAVVKSYPPFRDAMRRRGIDDLDLVMVDPWCVGYHSEADAPSRRLAKPLVFCRTESDCPMENGYARPVEGIYVLVDVQNMQIIEFEDRKLVPLPPADPLRNYTAGETRGGVDRSDVKPLHIIQPEGPSFRISGNYIESTOP

SEQ 9 :AO2-S_CDS

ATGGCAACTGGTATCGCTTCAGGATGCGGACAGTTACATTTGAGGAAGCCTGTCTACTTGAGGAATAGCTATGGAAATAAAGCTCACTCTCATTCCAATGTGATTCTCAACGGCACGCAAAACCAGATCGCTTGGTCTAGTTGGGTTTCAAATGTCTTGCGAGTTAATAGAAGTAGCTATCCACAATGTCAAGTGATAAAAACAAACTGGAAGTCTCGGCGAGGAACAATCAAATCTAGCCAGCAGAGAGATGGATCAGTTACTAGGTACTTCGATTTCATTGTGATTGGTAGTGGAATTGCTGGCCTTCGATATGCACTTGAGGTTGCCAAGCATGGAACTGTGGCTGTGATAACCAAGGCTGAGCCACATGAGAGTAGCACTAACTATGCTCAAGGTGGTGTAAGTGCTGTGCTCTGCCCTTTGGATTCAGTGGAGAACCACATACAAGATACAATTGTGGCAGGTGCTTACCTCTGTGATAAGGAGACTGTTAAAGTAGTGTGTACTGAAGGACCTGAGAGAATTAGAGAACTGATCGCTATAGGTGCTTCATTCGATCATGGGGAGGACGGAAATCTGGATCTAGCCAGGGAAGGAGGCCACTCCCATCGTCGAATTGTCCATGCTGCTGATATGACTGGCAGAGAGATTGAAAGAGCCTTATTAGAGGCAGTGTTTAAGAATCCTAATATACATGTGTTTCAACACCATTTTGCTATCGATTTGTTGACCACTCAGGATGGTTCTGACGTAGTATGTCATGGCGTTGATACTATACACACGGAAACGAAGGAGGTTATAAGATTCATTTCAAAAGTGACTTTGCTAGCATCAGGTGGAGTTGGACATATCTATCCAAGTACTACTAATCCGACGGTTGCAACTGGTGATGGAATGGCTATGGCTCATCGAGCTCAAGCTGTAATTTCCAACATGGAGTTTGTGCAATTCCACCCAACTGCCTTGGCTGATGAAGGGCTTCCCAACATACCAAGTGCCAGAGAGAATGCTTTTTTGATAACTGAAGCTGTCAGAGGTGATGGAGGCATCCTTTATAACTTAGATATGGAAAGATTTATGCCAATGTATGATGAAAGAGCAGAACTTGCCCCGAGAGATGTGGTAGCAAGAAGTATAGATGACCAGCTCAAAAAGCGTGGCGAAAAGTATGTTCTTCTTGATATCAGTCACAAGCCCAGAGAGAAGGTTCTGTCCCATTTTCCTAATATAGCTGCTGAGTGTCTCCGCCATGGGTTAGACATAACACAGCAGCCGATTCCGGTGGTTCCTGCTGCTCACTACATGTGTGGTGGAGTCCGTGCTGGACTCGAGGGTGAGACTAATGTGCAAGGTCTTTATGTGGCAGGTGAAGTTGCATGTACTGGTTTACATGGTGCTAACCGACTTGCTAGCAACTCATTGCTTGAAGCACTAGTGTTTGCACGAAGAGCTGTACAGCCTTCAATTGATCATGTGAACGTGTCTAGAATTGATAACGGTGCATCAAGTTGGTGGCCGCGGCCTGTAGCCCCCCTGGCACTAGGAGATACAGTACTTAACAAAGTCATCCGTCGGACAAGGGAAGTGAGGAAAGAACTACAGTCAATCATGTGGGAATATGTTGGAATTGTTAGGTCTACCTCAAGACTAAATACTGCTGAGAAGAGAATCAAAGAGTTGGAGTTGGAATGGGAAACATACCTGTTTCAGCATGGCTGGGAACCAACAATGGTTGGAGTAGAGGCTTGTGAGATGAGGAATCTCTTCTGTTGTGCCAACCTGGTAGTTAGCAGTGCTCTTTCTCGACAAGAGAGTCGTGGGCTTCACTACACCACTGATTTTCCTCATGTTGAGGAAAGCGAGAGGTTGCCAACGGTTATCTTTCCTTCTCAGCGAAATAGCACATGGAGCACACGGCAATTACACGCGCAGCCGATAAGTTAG

SEQ 10: AO2-S_PROTEIN

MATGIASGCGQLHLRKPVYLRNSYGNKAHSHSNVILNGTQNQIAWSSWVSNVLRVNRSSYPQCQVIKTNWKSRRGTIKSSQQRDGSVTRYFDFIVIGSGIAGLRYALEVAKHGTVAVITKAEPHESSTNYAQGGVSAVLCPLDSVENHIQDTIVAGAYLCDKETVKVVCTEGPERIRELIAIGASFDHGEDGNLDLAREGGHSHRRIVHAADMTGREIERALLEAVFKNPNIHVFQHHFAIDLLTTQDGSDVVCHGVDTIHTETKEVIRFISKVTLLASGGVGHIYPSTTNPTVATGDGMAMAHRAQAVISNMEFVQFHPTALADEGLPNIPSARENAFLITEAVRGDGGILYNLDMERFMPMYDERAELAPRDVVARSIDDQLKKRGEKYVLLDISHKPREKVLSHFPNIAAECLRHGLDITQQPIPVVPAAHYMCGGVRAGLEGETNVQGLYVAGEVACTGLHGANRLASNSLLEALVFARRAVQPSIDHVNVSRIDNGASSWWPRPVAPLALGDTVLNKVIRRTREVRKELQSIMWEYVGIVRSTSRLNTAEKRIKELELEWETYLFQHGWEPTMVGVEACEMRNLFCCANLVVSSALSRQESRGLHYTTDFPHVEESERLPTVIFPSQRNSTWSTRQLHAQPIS

SEQ 11: AO2-T_CDS

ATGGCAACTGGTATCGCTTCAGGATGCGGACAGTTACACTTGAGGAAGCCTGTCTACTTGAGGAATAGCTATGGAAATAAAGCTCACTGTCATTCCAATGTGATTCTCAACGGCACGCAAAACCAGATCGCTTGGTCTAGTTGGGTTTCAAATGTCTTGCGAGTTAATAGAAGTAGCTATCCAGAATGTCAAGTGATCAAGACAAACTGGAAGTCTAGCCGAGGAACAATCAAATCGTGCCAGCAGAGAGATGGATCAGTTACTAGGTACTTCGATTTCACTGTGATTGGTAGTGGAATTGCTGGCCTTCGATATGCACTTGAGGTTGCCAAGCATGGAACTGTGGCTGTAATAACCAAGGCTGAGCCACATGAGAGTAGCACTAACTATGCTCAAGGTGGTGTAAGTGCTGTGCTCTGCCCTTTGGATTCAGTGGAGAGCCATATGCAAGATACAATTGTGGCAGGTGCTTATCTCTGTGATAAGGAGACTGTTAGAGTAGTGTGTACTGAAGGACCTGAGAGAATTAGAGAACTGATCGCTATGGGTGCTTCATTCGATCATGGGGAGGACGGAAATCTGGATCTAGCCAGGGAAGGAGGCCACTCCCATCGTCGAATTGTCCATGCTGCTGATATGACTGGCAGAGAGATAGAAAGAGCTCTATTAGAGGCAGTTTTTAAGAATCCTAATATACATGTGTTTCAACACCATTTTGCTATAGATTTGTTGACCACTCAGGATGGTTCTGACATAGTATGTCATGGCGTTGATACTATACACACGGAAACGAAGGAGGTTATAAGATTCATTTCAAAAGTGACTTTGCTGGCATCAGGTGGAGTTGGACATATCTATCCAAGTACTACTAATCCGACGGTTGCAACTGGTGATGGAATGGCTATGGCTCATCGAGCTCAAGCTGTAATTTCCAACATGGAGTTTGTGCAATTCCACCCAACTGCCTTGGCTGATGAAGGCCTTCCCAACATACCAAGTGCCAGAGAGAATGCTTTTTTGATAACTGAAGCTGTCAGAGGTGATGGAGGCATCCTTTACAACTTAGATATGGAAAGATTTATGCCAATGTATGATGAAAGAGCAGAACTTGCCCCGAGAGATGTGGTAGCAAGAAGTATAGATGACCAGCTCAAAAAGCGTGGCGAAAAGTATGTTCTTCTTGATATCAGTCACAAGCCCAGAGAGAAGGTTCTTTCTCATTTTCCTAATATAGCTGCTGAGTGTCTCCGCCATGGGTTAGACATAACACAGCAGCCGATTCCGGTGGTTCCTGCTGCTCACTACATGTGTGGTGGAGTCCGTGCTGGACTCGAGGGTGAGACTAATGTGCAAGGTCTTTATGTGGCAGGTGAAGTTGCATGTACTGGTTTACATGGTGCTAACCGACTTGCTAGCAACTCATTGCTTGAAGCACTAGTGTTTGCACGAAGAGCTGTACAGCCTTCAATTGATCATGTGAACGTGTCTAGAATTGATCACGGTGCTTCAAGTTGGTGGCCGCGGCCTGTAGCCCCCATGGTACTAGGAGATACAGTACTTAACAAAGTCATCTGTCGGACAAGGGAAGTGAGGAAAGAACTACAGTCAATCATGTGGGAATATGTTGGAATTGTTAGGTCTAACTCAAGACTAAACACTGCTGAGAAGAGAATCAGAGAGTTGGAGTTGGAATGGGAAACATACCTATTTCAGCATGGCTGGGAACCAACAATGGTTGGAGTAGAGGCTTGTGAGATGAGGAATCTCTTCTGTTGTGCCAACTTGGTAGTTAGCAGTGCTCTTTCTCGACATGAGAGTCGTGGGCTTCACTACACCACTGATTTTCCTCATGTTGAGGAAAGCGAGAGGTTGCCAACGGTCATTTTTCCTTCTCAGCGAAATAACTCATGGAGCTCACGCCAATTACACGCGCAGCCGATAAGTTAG

SEQ 12 : AO2-T_PROTEIN

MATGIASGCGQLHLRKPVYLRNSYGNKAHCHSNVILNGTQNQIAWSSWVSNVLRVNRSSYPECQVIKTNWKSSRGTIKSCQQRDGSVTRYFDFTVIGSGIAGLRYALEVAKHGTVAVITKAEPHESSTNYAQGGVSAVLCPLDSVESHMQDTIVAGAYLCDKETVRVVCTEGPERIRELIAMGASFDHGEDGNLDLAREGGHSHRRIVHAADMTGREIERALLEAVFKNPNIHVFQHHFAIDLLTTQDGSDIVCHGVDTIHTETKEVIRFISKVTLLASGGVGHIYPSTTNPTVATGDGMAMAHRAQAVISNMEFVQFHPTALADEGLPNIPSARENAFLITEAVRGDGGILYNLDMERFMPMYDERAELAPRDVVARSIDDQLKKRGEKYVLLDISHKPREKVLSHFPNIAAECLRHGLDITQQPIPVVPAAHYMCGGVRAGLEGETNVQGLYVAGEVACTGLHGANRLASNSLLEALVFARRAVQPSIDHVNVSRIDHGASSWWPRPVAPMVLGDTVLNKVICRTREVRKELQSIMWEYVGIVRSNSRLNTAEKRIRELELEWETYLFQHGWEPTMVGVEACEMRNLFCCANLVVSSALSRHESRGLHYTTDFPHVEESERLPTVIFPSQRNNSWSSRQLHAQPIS

SEQ13 : QS-S_CDS

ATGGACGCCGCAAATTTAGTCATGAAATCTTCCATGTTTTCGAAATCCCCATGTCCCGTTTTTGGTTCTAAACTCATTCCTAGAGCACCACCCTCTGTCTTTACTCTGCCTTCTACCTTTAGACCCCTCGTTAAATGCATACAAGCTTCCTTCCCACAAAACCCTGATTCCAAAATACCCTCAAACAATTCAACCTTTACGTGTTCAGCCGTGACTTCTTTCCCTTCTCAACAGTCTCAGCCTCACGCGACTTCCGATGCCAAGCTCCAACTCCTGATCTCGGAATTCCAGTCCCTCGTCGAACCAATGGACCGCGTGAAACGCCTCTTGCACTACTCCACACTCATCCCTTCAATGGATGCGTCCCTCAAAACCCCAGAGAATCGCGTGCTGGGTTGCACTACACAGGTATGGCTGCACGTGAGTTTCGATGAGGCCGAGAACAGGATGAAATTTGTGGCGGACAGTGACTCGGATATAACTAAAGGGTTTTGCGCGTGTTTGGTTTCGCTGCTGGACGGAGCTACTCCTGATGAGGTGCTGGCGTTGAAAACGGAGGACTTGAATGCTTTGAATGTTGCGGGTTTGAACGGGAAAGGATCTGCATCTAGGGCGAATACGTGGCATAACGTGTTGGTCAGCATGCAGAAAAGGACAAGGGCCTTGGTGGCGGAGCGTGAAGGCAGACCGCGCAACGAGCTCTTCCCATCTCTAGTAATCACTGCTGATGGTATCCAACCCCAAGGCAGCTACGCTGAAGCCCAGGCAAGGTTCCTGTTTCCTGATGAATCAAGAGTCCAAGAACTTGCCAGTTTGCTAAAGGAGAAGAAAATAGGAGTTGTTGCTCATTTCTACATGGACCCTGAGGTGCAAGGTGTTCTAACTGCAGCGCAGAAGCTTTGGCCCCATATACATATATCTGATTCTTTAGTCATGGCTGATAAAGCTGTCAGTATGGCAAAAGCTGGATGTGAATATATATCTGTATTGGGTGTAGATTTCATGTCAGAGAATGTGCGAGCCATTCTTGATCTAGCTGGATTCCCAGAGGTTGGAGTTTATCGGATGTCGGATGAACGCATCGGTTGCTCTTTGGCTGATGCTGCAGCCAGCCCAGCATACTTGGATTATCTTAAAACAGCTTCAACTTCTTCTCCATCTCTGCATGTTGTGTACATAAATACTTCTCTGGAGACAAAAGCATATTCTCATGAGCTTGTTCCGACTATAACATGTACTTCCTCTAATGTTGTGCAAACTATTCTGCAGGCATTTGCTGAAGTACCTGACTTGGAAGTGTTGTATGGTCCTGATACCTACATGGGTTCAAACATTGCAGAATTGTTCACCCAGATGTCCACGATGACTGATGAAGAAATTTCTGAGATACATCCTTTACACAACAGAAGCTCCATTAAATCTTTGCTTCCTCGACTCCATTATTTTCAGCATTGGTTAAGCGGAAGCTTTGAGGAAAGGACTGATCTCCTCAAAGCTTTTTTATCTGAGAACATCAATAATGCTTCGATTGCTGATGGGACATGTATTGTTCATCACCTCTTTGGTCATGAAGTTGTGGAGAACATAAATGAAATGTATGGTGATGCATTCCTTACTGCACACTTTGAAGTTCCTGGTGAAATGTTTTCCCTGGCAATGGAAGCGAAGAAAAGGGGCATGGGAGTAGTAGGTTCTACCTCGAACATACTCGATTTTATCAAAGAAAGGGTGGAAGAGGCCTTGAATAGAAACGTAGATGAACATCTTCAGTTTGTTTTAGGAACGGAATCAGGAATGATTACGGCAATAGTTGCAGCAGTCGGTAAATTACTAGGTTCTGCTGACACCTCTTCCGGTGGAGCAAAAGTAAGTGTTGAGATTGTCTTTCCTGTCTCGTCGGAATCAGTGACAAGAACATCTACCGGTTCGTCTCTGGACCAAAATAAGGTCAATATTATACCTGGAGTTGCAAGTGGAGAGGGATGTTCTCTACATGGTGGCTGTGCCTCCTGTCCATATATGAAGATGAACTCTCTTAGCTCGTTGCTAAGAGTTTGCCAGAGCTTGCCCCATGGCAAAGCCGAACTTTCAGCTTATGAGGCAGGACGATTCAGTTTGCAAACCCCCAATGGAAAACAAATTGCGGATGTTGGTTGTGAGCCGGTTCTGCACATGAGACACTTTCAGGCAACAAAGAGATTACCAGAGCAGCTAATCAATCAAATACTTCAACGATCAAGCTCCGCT

SEQ 14 : QS-S_PROTEIN

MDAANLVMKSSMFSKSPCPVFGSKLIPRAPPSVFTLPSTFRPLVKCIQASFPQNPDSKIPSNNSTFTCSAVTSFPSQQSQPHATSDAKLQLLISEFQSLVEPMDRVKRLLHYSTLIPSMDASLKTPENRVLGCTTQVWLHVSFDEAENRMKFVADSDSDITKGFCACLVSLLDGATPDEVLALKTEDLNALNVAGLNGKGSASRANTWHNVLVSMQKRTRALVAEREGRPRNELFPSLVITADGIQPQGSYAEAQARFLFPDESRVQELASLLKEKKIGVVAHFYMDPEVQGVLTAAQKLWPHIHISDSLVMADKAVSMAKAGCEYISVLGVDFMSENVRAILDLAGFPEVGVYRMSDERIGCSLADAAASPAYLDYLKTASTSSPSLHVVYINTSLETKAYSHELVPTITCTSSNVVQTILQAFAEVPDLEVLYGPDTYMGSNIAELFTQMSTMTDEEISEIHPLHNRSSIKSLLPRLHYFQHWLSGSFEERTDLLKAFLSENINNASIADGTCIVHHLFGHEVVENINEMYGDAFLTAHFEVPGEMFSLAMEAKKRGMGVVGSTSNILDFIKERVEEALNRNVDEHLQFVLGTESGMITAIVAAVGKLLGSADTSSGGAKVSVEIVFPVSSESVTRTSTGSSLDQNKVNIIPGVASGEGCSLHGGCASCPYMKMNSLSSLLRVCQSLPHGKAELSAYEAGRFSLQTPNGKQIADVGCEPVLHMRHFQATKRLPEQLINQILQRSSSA

SEQ15 : QS-T_CDS

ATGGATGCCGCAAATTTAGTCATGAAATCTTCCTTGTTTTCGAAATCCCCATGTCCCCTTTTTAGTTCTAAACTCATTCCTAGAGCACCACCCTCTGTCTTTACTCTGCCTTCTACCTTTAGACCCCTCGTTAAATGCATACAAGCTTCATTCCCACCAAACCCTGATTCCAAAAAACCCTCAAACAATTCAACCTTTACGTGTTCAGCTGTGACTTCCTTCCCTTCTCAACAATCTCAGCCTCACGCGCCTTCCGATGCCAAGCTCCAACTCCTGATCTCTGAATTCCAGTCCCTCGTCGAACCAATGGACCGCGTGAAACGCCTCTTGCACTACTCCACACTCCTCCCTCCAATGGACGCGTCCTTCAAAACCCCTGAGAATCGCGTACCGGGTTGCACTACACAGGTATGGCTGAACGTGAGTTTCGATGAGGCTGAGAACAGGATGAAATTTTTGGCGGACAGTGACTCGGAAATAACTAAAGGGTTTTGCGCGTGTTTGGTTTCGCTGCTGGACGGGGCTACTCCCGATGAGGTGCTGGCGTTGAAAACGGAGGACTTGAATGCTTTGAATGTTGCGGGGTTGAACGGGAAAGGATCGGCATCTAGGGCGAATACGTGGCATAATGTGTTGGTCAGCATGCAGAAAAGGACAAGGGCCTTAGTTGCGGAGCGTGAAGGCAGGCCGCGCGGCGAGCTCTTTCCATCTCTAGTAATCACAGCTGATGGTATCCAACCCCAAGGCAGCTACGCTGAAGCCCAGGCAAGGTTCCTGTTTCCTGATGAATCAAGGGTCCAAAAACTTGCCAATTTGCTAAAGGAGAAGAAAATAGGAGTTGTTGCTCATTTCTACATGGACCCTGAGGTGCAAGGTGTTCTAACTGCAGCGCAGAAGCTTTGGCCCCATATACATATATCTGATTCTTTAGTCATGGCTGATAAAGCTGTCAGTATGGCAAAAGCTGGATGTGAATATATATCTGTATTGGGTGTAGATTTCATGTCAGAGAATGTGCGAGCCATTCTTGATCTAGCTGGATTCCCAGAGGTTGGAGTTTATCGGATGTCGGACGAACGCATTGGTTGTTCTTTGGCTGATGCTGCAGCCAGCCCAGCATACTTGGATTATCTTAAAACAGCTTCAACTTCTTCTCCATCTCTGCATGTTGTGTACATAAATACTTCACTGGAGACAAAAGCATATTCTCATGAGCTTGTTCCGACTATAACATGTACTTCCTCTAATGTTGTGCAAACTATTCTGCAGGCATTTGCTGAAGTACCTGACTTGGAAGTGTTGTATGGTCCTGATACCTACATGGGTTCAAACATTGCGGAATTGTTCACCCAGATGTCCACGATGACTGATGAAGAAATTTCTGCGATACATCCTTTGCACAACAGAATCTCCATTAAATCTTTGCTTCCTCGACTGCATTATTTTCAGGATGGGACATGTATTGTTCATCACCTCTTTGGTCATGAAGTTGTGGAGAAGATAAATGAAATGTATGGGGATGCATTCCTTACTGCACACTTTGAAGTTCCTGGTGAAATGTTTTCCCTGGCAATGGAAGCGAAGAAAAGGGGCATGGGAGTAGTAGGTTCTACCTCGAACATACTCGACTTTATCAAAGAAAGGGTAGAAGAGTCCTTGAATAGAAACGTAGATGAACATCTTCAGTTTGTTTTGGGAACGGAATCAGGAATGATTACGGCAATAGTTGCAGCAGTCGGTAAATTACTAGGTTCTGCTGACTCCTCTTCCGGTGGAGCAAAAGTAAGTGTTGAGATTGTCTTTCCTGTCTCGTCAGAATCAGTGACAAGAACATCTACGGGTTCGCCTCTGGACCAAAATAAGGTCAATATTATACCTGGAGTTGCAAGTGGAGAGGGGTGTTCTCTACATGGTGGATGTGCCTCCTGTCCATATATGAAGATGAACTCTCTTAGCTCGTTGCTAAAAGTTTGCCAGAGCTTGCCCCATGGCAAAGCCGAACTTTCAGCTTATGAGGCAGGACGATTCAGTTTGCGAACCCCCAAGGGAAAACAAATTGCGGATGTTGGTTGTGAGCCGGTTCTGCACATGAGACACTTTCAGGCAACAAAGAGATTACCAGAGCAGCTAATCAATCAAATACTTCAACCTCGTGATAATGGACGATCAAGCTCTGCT

SEQ16 : QS-T_PROTEIN

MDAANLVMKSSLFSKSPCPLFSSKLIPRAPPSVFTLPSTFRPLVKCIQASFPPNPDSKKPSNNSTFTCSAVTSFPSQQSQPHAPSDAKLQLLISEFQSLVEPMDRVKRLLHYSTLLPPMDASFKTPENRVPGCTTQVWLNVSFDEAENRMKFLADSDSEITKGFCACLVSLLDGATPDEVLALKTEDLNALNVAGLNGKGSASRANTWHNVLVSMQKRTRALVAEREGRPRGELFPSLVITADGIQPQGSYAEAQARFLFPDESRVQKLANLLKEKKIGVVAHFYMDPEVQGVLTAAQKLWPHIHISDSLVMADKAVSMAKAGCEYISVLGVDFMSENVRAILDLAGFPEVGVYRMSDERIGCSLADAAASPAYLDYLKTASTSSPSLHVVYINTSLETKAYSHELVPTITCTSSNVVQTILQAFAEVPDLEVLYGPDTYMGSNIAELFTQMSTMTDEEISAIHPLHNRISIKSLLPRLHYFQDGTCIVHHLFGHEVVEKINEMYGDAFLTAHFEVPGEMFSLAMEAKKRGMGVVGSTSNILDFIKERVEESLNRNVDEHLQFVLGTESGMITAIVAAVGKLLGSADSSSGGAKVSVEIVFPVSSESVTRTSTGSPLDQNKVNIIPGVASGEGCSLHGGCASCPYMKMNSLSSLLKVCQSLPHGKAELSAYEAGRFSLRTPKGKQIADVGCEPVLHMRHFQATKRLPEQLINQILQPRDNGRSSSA

SEQ17 : QPT-S_CDS

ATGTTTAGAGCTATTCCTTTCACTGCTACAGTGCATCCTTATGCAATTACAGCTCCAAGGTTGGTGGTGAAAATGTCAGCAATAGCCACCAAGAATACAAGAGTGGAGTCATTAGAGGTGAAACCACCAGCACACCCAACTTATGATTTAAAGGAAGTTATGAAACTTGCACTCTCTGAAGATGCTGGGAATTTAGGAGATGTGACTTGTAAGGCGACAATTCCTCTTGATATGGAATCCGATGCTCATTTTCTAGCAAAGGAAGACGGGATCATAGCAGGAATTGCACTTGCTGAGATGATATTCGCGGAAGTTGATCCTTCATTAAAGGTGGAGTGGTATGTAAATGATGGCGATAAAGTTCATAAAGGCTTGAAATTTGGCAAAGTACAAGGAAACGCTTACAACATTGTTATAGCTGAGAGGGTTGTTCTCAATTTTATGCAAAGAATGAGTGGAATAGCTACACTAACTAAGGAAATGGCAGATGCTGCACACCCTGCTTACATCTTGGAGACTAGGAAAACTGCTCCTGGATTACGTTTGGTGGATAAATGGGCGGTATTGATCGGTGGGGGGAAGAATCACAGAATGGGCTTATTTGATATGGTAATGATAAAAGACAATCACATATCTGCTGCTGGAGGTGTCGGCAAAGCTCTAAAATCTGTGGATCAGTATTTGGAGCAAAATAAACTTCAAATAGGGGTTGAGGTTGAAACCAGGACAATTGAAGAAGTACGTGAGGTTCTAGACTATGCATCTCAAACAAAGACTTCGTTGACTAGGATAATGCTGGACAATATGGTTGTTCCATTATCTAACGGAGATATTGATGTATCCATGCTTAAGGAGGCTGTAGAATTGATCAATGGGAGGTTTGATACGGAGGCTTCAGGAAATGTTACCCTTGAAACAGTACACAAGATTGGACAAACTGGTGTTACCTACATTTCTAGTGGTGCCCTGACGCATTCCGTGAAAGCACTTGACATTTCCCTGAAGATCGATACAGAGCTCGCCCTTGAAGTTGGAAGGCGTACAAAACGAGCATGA

SEQ 18 : QPT-S_PROTEIN

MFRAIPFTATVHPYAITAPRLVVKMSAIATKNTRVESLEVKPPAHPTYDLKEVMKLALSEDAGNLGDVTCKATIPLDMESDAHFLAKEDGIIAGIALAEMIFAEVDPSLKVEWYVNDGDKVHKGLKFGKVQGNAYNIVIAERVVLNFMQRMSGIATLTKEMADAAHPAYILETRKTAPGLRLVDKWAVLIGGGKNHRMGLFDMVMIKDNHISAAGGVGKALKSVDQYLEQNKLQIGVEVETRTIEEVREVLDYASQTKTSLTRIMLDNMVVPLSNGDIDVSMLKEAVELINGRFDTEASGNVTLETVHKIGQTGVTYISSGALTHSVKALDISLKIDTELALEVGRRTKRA

SEQ 19 : QPT-T_CDS

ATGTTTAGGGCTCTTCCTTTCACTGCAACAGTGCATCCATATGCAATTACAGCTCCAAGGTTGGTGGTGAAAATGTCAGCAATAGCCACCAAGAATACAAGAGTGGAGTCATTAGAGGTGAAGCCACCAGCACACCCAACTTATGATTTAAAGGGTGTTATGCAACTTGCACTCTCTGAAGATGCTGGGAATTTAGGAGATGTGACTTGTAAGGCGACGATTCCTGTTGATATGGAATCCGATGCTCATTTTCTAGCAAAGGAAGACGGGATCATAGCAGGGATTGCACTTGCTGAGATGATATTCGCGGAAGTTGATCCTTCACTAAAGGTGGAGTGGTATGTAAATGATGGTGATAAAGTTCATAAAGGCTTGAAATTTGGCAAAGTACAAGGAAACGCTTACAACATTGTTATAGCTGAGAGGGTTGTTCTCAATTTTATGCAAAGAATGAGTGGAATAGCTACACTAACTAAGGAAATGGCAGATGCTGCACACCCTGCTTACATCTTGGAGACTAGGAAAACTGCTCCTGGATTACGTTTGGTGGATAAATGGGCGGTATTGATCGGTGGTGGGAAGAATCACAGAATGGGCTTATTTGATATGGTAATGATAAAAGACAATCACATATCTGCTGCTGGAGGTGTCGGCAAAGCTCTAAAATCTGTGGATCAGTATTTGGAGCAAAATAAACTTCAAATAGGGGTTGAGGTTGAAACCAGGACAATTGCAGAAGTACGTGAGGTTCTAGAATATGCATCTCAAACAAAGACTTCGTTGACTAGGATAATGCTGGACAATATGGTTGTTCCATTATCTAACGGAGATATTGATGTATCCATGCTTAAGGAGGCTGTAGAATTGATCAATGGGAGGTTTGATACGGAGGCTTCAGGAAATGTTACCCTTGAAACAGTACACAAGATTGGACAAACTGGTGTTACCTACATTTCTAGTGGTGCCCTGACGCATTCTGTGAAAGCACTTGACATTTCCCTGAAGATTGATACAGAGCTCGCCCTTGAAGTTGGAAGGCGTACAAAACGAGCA

SEQ 20: QPT-T_PROTEIN

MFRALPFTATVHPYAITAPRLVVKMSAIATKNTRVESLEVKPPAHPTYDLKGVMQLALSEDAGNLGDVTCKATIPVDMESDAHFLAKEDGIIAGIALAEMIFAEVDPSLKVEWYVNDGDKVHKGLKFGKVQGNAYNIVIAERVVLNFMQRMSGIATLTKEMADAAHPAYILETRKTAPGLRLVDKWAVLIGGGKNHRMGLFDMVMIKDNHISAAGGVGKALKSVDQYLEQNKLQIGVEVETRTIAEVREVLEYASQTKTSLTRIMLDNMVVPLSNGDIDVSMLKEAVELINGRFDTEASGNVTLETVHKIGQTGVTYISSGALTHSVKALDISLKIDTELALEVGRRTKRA

SEQ 21: MPO-RNAi insert:

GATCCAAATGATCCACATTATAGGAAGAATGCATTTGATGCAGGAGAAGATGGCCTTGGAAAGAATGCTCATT

SEQ 22 : Primers for qRT-PCR

MPO-F1

GTATTGATGACTTGGATCTTGTGATG

MPO-R1

TATATTCCTTCAACTGGTCTTGCATA

How the deposited data were processed for this re-analysis (not part of the article)

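RNA was sequenced from leaves and roots of TN90 and 3 PMT-RNAi lines, untopped or 24 h after topping. Of 78 samples, 77 were assigned to 16 groups of 4 or 5 from the sample titles, treatment labels and the paper's mapping table. For 6 plants, 4 of PMT2 and 2 of PMT3, leaf and root samples carry opposite treatment labels, and each sample's own label was used. The tissue tags of some samples, among them most of PMT3 and TN90, contradict their titles. The descriptions of the TN90 samples say PMT1, while their titles say TN90 control and their genotype tags non GMO. Titles and genotype tags were followed. A topped PMT2 sample, titled leaf but tagged root, was assigned to no group. Without it, the labels give 5 PMT2 topped leaf and 5 topped root samples, against 5 and 6 listed libraries. These numbers point to a listing as root, but no row names a sample. The values used here are in 2 tables that the authors deposited, and neither names single samples.

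The first deposited table gives, per library, the read count as the authors' software reported it, the percent of reads mapped and the percent of mapped reads in gene models. The authors mapped with Qiagen CLC Genomics Workbench 11.0.1, RNA-Seq Analysis tool 2.16, at similarity 0.95 and length fraction 0.95, with up to 10 hits per read. The paper names an updated version of the tobacco reference genome. The second deposited table gives RPKM for 2075 genes as the authors' mean over the libraries of each of 16 groups. These are the genes the authors called in roots by edgeR's exact test at p of at most 0.05 and a fold of at least 2. Read counts per gene were not used here, so no count test was run. The depth behind each RPKM value is known only through the library totals.

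From the RPKM table, folds were computed as differences of log2(RPKM + 0.1). In counts for a pair of groups, a gene was counted as changed where the fold was at least 2 and the RPKM at least 1 in either group. Counts over several genotypes or ratios, also those of gene lists, and counts of candidates did not apply this minimum to each pair. They required at least 1 RPKM in any group of the tissue. No p-value across libraries was computed from group means, and the tests planned for values per library were not run. Genes named were those the paper names, the 10 largest rises and falls on topping and the 10 highest and lowest against TN90 among genes changed the same way in every genotype, or in every ratio, with at least 5 RPKM in a root group, and up to 4 members of a described list by mean absolute fold. The photosynthesis genes and the leaf topping genes named were instead chosen after their values were seen. Values in the paper's own tables had been seen in part when this rule was set. The 39 gene lists, 13 of families the paper names and 26 of annotation terms, were fixed before the data were examined, but after annotation terms and part of the values in the paper's supplementary copy of the table had been seen. Lists were compared with the other table genes by two-sided Fisher's exact tests for a rise in all 4 genotypes, with Benjamini-Hochberg adjustment over the 39 lists. Their medians were also set against 10000 random lists matched on mean root RPKM in 10 bins. None of the gene identifiers of the table was found in the reference gene table, so names come from the deposited table and no coordinates are given.

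Percentages of mapped reads were compared by two-sided permutation tests on the absolute difference of means, with 100000 resamples over all libraries and exact enumeration within genotypes. Where groups were defined by the listed libraries, nothing shows that libraries of one group came from separate plants other than the sample labels, and p-values measure the spread between libraries. The counting, list, permutation and adjustment steps were tested on simulated data. With 2075 genes and simulated topped and untopped TN90 roots, 100% of 50 genes raised 4-fold and 98% of 50 genes raised 3-fold were recovered. The shares for genes lowered were the same, and 0.107% of 1875 unchanged genes were counted. The noise of this simulation was set by hand, and low values were raised to the RPKM minimum. These shares test the code only and give no rate of false calls for the real groups. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Alternatives were other pseudocounts, RPKM minimums and thresholds, centring of columns, leaving out genotypes and, for mapping, medians and weighting by reads.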

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

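The tests of explanations in this part were all chosen after the results were seen.

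There were 45 combinations of a group and a mapping measure, in 15 groups of 4 to 6 libraries. For normally distributed values, Dixon's test would flag 2.25 of them. Read numbers and percentages near their maximum need not be so distributed, so this expectation is only rough. By this test, 9 combinations held a library far from the others. For read numbers these were 508326446 in PMT2 topped leaves (next 138974492), 517291516 in PMT3 untopped leaves (next 46507216) and 138184962 in PMT2 untopped roots (next 46396138). For the percentage of reads mapped they were 92.2% in PMT1 topped leaves, 90.42% in PMT2 topped leaves, 91.71% in PMT2 untopped leaves, 88.36% in PMT3 untopped leaves and 86.34% in PMT3 untopped roots. For reads in gene models it was 97.88% in TN90 untopped leaves. No explanation of these was tested.

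In leaves, which the paper did not test for changed genes, NITAB068133, a PMT gene, stood at 2.05 to 8.10 RPKM in the PMT lines and 0.137 to 0.227 RPKM in TN90, so that the lowest line value was 6.57-fold above the highest TN90 value. Root RNA in the leaf libraries would bring other alkaloid genes too, but the leaf percentage of the root level was at least 19.9 times their median in each of 6 columns. Reads shared with the other PMT genes are argued against by their level, at most 0.419 RPKM in leaves of the lines. Reads from the RNAi construct could be counted at this gene and cannot be told apart from its own transcript: its percentage of the summed RPKM of the PMT genes in roots was below that of TN90 in 5 of 6 columns and at most 1.17 points above it. That does not exclude the construct, since RNAi lowers the gene's own transcript there, and the construct's sequence was not used here.

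Also in leaves, 12 genes of the table were at least 2-fold higher after topping in all 4 genotypes and 0 were lower. This count required 1 RPKM in any leaf group only, and NITAB030545, for example, reached 0.72 RPKM in topped PMT3 leaves. Kunitz trypsin inhibitor 2 (NITAB034145) rose from 71.3 to 267 RPKM in PMT1 and from 56.2 to 227 RPKM in TN90. Proteinase inhibitor type-2 (NITAB052241) rose from 0.520 to 10.4 RPKM in PMT3, and the jasmonate repressor TIFY 6a (NITAB085553) from 10.5 to 30.8 RPKM in TN90. These genes were named after their values were seen. For 2 of 5 topped and 2 of 4 untopped PMT2 leaf samples, the treatment label opposes that of the root sample of the same plant. The same holds for 1 of 5 samples in each PMT3 leaf group. The count over 4 genotypes holds only if the authors' leaf groups carry the right treatment. No group of untreated leaves other than the untopped plants exists in the design.

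A PMT2 topped root library was listed with 95.89% of reads mapped and 98.05% of these in gene models, values of the leaf range. If a leaf library had been averaged into the PMT2 topped root column with 5 others, it would hold about 16.7% of the leaf level of leaf genes. Over 8 photosynthesis genes more than 10 times higher in leaves, the median was 0.83% (highest 3.02%), which argues against a leaf library in that column. The group lists 6 libraries against 5 in the labels, and a topped PMT2 sample titled leaf but tagged root was assigned to no group. Whether that sample is the listed library cannot be told, as no row names a sample. The origin of the listed library stays open, and no biological explanation was tested.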

How the results depend on the processing

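No paired analysis was possible because the columns are group means without replicate numbers, and for that reason the alternatives on a replicate block and on leaving out each replicate were not run. Leaving out PMT2 from gene counts and the leaf counts at another pseudocount were chosen after seeing the data. The counts of changed genes in the 4 topping and 12 TN90 comparisons stayed within 1.5 times under a pseudocount of 0.01 RPKM, without a filter and after centring, although centring moved the split of higher and lower genes in all of them except PMT1 and PMT2 topped to TN90 topped. With a 1.5-fold threshold, the counts that moved by more than 1.5 times were on topping 1161 in PMT1, 616 in PMT2, 1088 in PMT3, and against TN90 752 in PMT1 untopped to TN90 untopped, 1498 in PMT2 untopped to TN90 untopped, 655 in PMT3 untopped to TN90 untopped, 1150 in PMT1 untopped to TN90 topped, 726 in PMT2 untopped to TN90 topped, 1023 in PMT3 topped to TN90 untopped, 605 in PMT1 topped to TN90 topped, 558 in PMT2 topped to TN90 topped, 980 in PMT3 topped to TN90 topped. With a 3-fold threshold they were on topping 202 in PMT1, 117 in PMT2, 296 in PMT3, 458 in TN90, and against TN90 109 in PMT1 untopped to TN90 untopped, 439 in PMT2 untopped to TN90 untopped, 100 in PMT3 untopped to TN90 untopped, 235 in PMT1 untopped to TN90 topped, 146 in PMT2 untopped to TN90 topped, 682 in PMT3 untopped to TN90 topped, 525 in PMT1 topped to TN90 untopped, 668 in PMT2 topped to TN90 untopped, 217 in PMT3 topped to TN90 untopped, 94 in PMT1 topped to TN90 topped, 125 in PMT2 topped to TN90 topped, 177 in PMT3 topped to TN90 topped. With at least 5 RPKM, which compares fewer genes, they were on topping 329 in PMT1, 201 in PMT2, 388 in PMT3, 713 in TN90, and against TN90 111 in PMT1 untopped to TN90 untopped, 634 in PMT2 untopped to TN90 untopped, 166 in PMT3 untopped to TN90 untopped, 396 in PMT1 untopped to TN90 topped, 220 in PMT2 untopped to TN90 topped, 247 in PMT3 topped to TN90 untopped, 107 in PMT1 topped to TN90 topped, 129 in PMT2 topped to TN90 topped, 300 in PMT3 topped to TN90 topped. With a pseudocount of 1 RPKM they were on topping 331 in PMT1, and against TN90 144 in PMT1 untopped to TN90 untopped, 159 in PMT3 untopped to TN90 untopped, 325 in PMT3 topped to TN90 untopped, 143 in PMT1 topped to TN90 topped. A lower or higher threshold changes these counts by construction, and centring within the table likewise tends to bring the split toward even. Genes up in all 4 genotypes numbered 259 without PMT2, 102 with a pseudocount of 1 RPKM and 79 after centring, and genes down numbered 14, 2 with a pseudocount of 0.01 RPKM and 10 after centring; without PMT2, 13 genes were higher and 16 lower than TN90 in all ratios. Leaf counts moved to 54 in PMT2 and 70 in PMT3 with a pseudocount of 1 RPKM. Leaving out PMT2 put the adjusted p of the AD, AO, QS, A622 and jasmonate lists at 0.0505, and that of the histone list at 0.0195 with 0 members rising. The jasmonate list had 0.262 with a pseudocount of 1 RPKM. Without PMT1, the PMT list passed at 0.00227 and the polyamine list at 0.026, and without PMT3 the nitrogen list at 0.0361. The cause of these changes was not tested. The distance among PMT groups was slightly below that from TN90 with a pseudocount of 1 RPKM (0.56 and 0.57) and slightly above it after centring (0.62 and 0.61). The 6 overlaps (odds ratios 3.31 to 38.7 over 2 alternatives) and both mapping differences (10.4 to 12.6 and 9.72 to 12.5 points) kept their direction under the alternatives run for them, and no 2-fold candidate value changed sign, though 13 of the 2-fold rises of candidates fell below 2-fold after centring and 4 with a pseudocount of 1 RPKM. What depth limits was not tested, as the group means hold no counts.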

Differences from the paper's values

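All counts below rest on a fold of at least 2 of group means and at least 1 RPKM. The paper's p threshold could not be applied to group means, so its counts and these were not called by the same rule, and the alternatives named were set before the data were examined. Within 1.5 times of the paper with a pseudocount of 1 RPKM, at least 5 RPKM or a 3-fold threshold, but not with the other alternatives: 518 for PMT1 topped against PMT1 untopped roots (the paper's 229), 671 for PMT3 topped against PMT3 untopped roots (the paper's 343), 974 for PMT2 untopped against TN90 untopped roots (the paper's 511), 294 for PMT3 untopped against TN90 untopped roots (the paper's 122), 245 for PMT2 topped against TN90 topped roots (the paper's 133), 633 for PMT1 untopped against TN90 topped roots (the paper's 291), 361 for PMT2 untopped against TN90 topped roots (the paper's 214), 503 for PMT3 topped against TN90 untopped roots (the paper's 279). Within 1.5 times of the paper with a pseudocount of 1 RPKM, at least 5 RPKM or centring, but not with the other alternatives: 314 for PMT2 topped against PMT2 untopped roots (the paper's 192). Outside 1.5 times of the paper with every alternative: 1072 for TN90 topped against TN90 untopped roots (the paper's 34). Within 1.5 times of the paper with at least 5 RPKM or a 3-fold threshold, but not with the other alternatives: 246 for PMT1 untopped against TN90 untopped roots (the paper's 90), 1141 for PMT3 untopped against TN90 topped roots (the paper's 527). Within 1.5 times of the paper with a 3-fold threshold, but not with the other alternatives: 461 for PMT3 topped against TN90 topped roots (the paper's 181). Within 1.5 times of the paper with a pseudocount of 1 RPKM, at least 5 RPKM, centring or a 3-fold threshold, but not with the other alternatives: 1172 for PMT1 topped against TN90 untopped roots (the paper's 724). 
With a 1.5-fold threshold, no count lay within 1.5 times of the paper's. Of the 16 counts that the text states, 14 differed as reported, 12 after centring, 4 with a pseudocount of 1 RPKM and 3 with at least 5 RPKM or a 3-fold threshold. The Spearman correlation of the 16 counts with the paper's was 0.73, and 0.95 over the 15 without topping in TN90. The paper chose the genes of the table by these 15 comparisons and not by topping in TN90. The higher correlation may therefore be partly built in, and it says nothing about the count left out.

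Changed genes averaged 616 in the pairs among PMT groups (the paper's 217, reached within 1.5 times only with a 3-fold threshold) and 623 in pairs with TN90 (the paper's 346, reached with a pseudocount of 1 RPKM, at least 5 RPKM or a 3-fold threshold). Their ratio was 1.01 (the paper's 1.59, reached within 1.5 times only with a 3-fold threshold, at 1.09). For PMT2 untopped against PMT3 untopped roots 1034 genes changed here and about 29 in Table 1, read by eye. For PMT2 topped against PMT3 untopped roots it was 1170 and about 36 in Table 1, and for PMT1 untopped against PMT3 untopped roots 302 and about 38 in Table 1. None of the alternatives brought these 3 counts within 1.5 times.

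With equal weight per library, the means were 93.9% of reads mapped and 98.4% of mapped reads in gene models in leaves, and 83.0% and 86.4% in roots (the paper's 94.56, 98.33, 82.56 and 88.64). Weighted by read number they were 94.6%, 98.3%, 82.6% and 88.6%, closer to the paper's in each case. This weighting was set for mapped reads before the data were examined, and was used for reads in gene models as well.

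The mean of the 3 PMT lines in untopped roots was 17.1 RPKM for MPO-S (about 34 in Fig. 3, read by eye) and 12.6 RPKM for MPO-T (about 22 in Fig. 3), while the legend gives FPKM and box plots show medians. PMT2 alone, a choice made after seeing the values that drops PMT1 and PMT3, was at 30.5 and 20.8 RPKM. No alternative set before the data were examined applies to these group means.

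The paper states that topping changed fewer genes in TN90 than in the PMT lines. Here it was 1072 in TN90 and 314 to 671 in the lines, and TN90 had the most genes after centring also (793). The table holds genes chosen in part by comparing the lines with TN90, so this ranking may reflect that choice.

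From numbers of called genes, the paper states that differences among PMT lines were smaller than those from TN90. The distance here is another measure, the median absolute log2 ratio over the selected genes, and was 0.69 and 0.70. In pairs of one treatment it was 0.66 among PMT groups and 0.53 from TN90, and across treatments 0.71 and 0.87. The paper states that SDS, ODC and MPO genes rose on topping in TN90 alone. This held for 2 of 3 SDS genes, while 1 of 2 ODC genes and all 3 MPO genes rose in all 4 genotypes. Elsewhere the paper states high MPO expression on topping of the PMT lines, which these values show too. With columns centred, 1 of 3 MPO genes rose in all 4 genotypes and none of the SDS genes rose in TN90. The paper states that MPO-S and MPO-T were higher in the PMT lines at both treatments. Here PMT2 was higher, at 2.99-fold and 2.49-fold untopped and 1.42-fold and 1.41-fold topped, as was untopped PMT1, at 1.37-fold and 1.31-fold. The line means in untopped roots were also above the 10.1 and 8.28 RPKM of TN90. PMT3 was lower than TN90, at 0.67-fold (MPO-S) and 0.74-fold (MPO-T) untopped, and topped PMT1 was at 0.95-fold (MPO-S) and 1.00-fold (MPO-T).

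The paper states that 6 cytochrome P450 genes rose on topping in the PMT lines and TN90. Here 5 rose in all 4 genotypes, and NITAB055256 had 0.626-fold in PMT1 and 1.24-fold in PMT2. The paper states a rise for both SAMS genes and PUT1. Here all 3 rose 2-fold in PMT1 (2.21, 2.57 and 2.12) and TN90 (3.07, 3.38 and 2.16), and none was lower in any genotype, but the folds in PMT2 were 1.55 and 1.95 for SAMS and 1.70 for PUT1. The paper states that most of the 35 candidates differed only after topping, without naming the comparison. Against TN90, 8, 7 and 9 were lower here in topped PMT1, PMT2 and PMT3 roots. In untopped roots 1 was higher in PMT1, 20 were higher and 4 lower in PMT2, and 6 were lower in PMT3.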

Other observations

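The tests of explanations in this part were all chosen after the results were seen.

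Topping changed most genes in TN90 and fewest in PMT2. The genes of the table were chosen in part by comparisons with TN90 groups. That choice may favour genes that move in TN90, and centring within the table cannot address it. A scaling difference between columns is argued against by the counts after centring, whose highest was 2.76 times the lowest. An exchange could involve the 2 of 5 samples in each PMT2 root group whose treatment labels oppose those of their leaf samples. With equal levels in topped samples, it leaves at most 1.5-fold (1.67-fold with the 6 listed topped libraries). Of 21 alkaloid genes, 21 lay above the first bound and 20 above the second (1.55 to 3.85, median 2.39). This argues against the exchange only if topped samples had equal levels, which group means cannot show. An exchange of 1 sample each way leaves up to 4-fold and stays open: no alkaloid gene exceeded that, and 61 table genes did, but these have the highest PMT2 folds and the group means give no spread. Another candidate explanation is that part of the topping response was present in untopped PMT2 roots, which cannot be told apart from an exchange of 1 sample: the PMT2 to TN90 ratio in untopped roots correlated with the topping folds of PMT1 and PMT3 (Spearman 0.52 and 0.36), while for PMT1 and PMT3 such correlations ran from -0.27 to 0.08.

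Histone and nucleosome genes rose in TN90 (47 of 48), and in 5, 0 and 8 of 48 in PMT1, PMT2 and PMT3. In untopped PMT2 roots 46 were already 2-fold above untopped TN90, while 0 differed in topped PMT2 and 27 were lower in topped PMT3. Relative to the median of the table 25 rose in TN90 and 0 in each line. Among heat shock and chaperone genes, 7 of 33 fell in PMT1, 0 in PMT2, 8 in PMT3 and 2 in TN90, and relative to the median 17, 1, 18 and 18. Of 6 circadian clock genes, 0 changed 2-fold on topping in any genotype, and after centring 5 fell in TN90. These differences between genotypes were not tested.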
